# Environmental Toxicant Induced Epigenetic Transgenerational Inheritance of Prostate Pathology and Stromal-Epithelial Cell Epigenome and Transcriptome Alterations: Ancestral Origins of Prostate Disease

**DOI:** 10.1038/s41598-019-38741-1

**Published:** 2019-02-18

**Authors:** Rachel Klukovich, Eric Nilsson, Ingrid Sadler-Riggleman, Daniel Beck, Yeming Xie, Wei Yan, Michael K. Skinner

## Abstract

Prostate diseases include prostate cancer, which is the second most common male neoplasia, and benign prostatic hyperplasia (BPH), which affects approximately 50% of men. The incidence of prostate disease is increasing, and some of this increase may be attributable to ancestral exposure to environmental toxicants and epigenetic transgenerational inheritance mechanisms. The goal of the current study was to determine the effects that exposure of gestating female rats to vinclozolin has on the epigenetic transgenerational inheritance of prostate disease, and to characterize by what molecular epigenetic mechanisms this has occurred. Gestating female rats (F0 generation) were exposed to vinclozolin during E8-E14 of gestation. F1 generation offspring were bred to produce the F2 generation, which were bred to produce the transgenerational F3 generation. The transgenerational F3 generation vinclozolin lineage males at 12 months of age had an increased incidence of prostate histopathology and abnormalities compared to the control lineage. Ventral prostate epithelial and stromal cells were isolated from F3 generation 20-day old rats, prior to the onset of pathology, and used to obtain DNA and RNA for analysis. Results indicate that there were transgenerational changes in gene expression, noncoding RNA expression, and DNA methylation in both cell types. Our results suggest that ancestral exposure to vinclozolin at a critical period of gestation induces the epigenetic transgenerational inheritance of prostate stromal and epithelial cell changes in both the epigenome and transcriptome that ultimately lead to prostate disease susceptibility and may serve as a source of the increased incidence of prostate pathology observed in recent years.

## Introduction

Prostate disease is very common in older men in North America with 50% of men between the ages of 50 and 60 having evidence of pathologic benign prostatic hyperplasia (BPH)^1^. The incidence of prostate cancer has been increasing worldwide in the past decades with prostate cancer now being the second most common neoplasia in men^2–4^. While some of this increase can be attributed to an aging population other factors such as toxicant exposures and epigenetic transgenerational inheritance of disease susceptibility appear to be of importance. For the purposes of this article prostate pathology is referred to when abnormal histopathological changes are observed while the term disease is used when a specific prostate disease such as BPH or cancer is referenced.

Epigenetics is defined as “molecular factors and processes around the DNA that regulate genome activity independent of DNA sequence, and that are mitotically stable”^5^. Epigenetic factors include histone modifications, DNA methylation, non-coding RNAs (ncRNAs), RNA methylation and chromatin structure^6^. Epigenetic transgenerational inheritance is defined as the “germline transmission of epigenetic information and phenotypic change across generations in the absence of any continued direct environmental exposure or genetic manipulation”^5^. As an example, if an F0 generation pregnant mother is exposed to an environmental toxicant then the F1 generation fetus, and the developing germ cells in the fetus that will produce the F2 generation, are also directly exposed. Therefore, the subsequent F3 generation is the first unexposed transgenerational generation in which one can evaluate transgenerational inheritance. Epigenetic changes can be induced by environmental factors such as nutrition or toxicant exposure and are an important mechanism by which organisms change their gene expression in response to their environment. While transgenerational epigenetic changes must be inherited via germ cells (i.e. sperm or eggs), it is the epigenetic changes that these germ cells induce in the early embryo and embryonic stem cells that then promote an altered epigenome and transcriptome in all derived somatic cells of the individual. This can later in life lead to disease susceptibility in tissues and organs. Therefore, disease development in organs such as the prostate gland can be due to ancestral exposures and epigenetic inheritance^7^.

The prostate’s epithelium is responsible for contributing secretions to semen. Prostatic epithelial cells contain a large endoplasmic reticulum and golgi apparatus, as well as many secretory granules. There are multiple tubuloalveolar glands in a prostate that are lined by prostatic epithelium. These glands are separated from each other by adjacent prostatic stroma. The stroma of the prostate is considered to be the interstitial tissue and is made up of smooth muscle cells, blood vessels, fibroblasts, and nerves. These mesenchymal stromal cells are believed to work in unison with the epithelial cells to maintain prostate physiology and expel secretions to the semen^8^. In the current study the cell type isolated as prostatic stroma is primarily mesenchymal fibroblasts.

The prostate develops from the urogenital sinus (UGS) which branches to form the prostate in response to androgens, with the prostatic buds appearing in rats at embryonic E18-E19 and the majority of prostate branching occurring postnatally (reviewed in^9^). Rodent prostates have three prostatic lobes consisting of the anterior prostate, the dorsolateral prostate, and the ventral prostate, which has the most extensive branching. In the current studies prostatic cells are only isolated from the ventral prostate and the histopathology analysis is focused on the ventral prostate. After prostate growth is complete in the adult organism, the epithelium of the prostate has low levels of proliferation and cell death which maintain a constant prostate size in the presence of androgens. The epithelial-stromal ratio is also believed to be critical in determination of final prostate size (reviewed in^9^).

Smooth muscle cells in the prostate are known to have androgen receptors and are believed to regulate epithelial cells through androgen signaling^10^. High levels of testosterone have been shown to induce proliferation of prostate stromal cells^11^. A constant source of androgens is required to maintain a healthy prostate and is essential throughout development. In addition, estrogenic compounds can also have a wide variety of effects on the developing prostate (reviewed in^12^).

Although a variety of environmental toxicants following direct exposure have been associated with prostate pathology and disease^13,14^, few studies have investigated transgenerational effects in later generations not exposed *in utero* or neonatally. Initial studies of the ability of environmental toxicants to promote the epigenetic transgenerational inheritance of prostate pathology and disease showed that ancestral exposure to the agricultural fungicide vinclozolin increased rates of prostatic epithelial atrophy, cystic hyperplasia and prostatitis in the transgenerational F3 and F4 generations^15,16^. These effects were accompanied by transgenerational changes in mRNA expression in F3 generation ventral prostate epithelial cells, as determined by microarray analysis^16^. Associated epigenetic changes in these cells were not investigated at that time. In the current study, transgenerational changes to the epigenome of ventral prostate epithelial and stromal cells are characterized in F3 generation rats after ancestral vinclozolin exposure, compared to controls. Stromal-epithelial cell interactions are critical for normal prostate development and function, so abnormal interactions can lead to prostate diseases, including cancer^17–21^. The transgenerational epigenetic changes investigated in the current study involve changes to DNA methylation that have previously been associated with ancestral toxicant exposures in germ cells^22,23^ and somatic cells^24,25^. Additionally, epigenetic transgenerational changes in expression of mRNAs and non-coding RNAs (ncRNAs) are characterized for both prostatic epithelium and stroma.

Noncoding RNAs (ncRNAs) are any type of RNA whose functions are distinct from sequence complementarity and that are not involved in classic messenger RNA expression or translation. It is currently believed that long noncoding RNAs (lncRNAs) are responsible for maintaining epigenetic memory through regulation of DNA methylation, chromatin remodeling, histone modifications, or affecting transcription and translation by altering transcript stability (reviewed in^26^). A recent study has shown that the sperm of transgenerational males that were ancestrally exposed to DDT have differentially expressed lncRNAs^27^. Small noncoding RNAs have also been shown to have a role in epigenetic transgenerational inheritance. In *C*. *elegans* an increased sncRNA population was induced upon starvation and persisted until the F3 generation, resulting in longer lifespans^28^. There are many different kinds of small, noncoding RNAs that are found in the spermatozoa, and both the large (>200 nucleotide (nt)) and the small (<200 nt) noncoding RNAs have been found to have differential expression throughout spermatogenesis (reviewed in^29^).

Elucidation of epigenetic and gene expression changes that occur in the prostate after ancestral exposure to an environmental toxicant provides insight into the molecular etiology of the epigenetic transgenerational inheritance of prostate disease. These observations also improve our understanding of the risk factors (i.e. ancestral exposures) that must be considered when investigating the increasing incidence of prostate disease in the human population.

## Results

### Prostate Pathology Analysis

Pregnant F0 generation rats were treated with vinclozolin or control vehicle from days 8–14 of gestation, as described in Methods. Ventral prostatic tissue was harvested from the transgenerational F3 generation males at postnatal 18–21 days of age. Ventral prostate epithelial and stromal cells were isolated and analyzed so as to characterize DNA methylation, ncRNA expression and mRNA gene expression as described in Methods. Additional F3 generation vinclozolin lineage and control lineage rats were aged to one year and their ventral prostates subjected to histopathological evaluation to assess prostate pathology.

Prostate histopathology was defined as the presence of prostatic epithelial atrophy, epithelial hyperplasia, and/or as the presence of vacuoles in glands at rates two standard deviations above those found in controls (see Methods). There was a significant increase in prostate histopathology in transgenerational F3 generation vinclozolin lineage rats at one year of age (n = 27) compared to F3 generation controls (n = 26)^30^ (Fig. 1a). Representative prostate histopathologies are presented in Supplemental Figure S1. Several degrees of prostatic hyperplasia are presented, due to the previous observations that minor epithelial cell growth is considered normal^31^. A recent study also demonstrated a significant prostate pathology increase in F3 generation DDT lineage males (n = 39)^32^.

**Figure 1:**
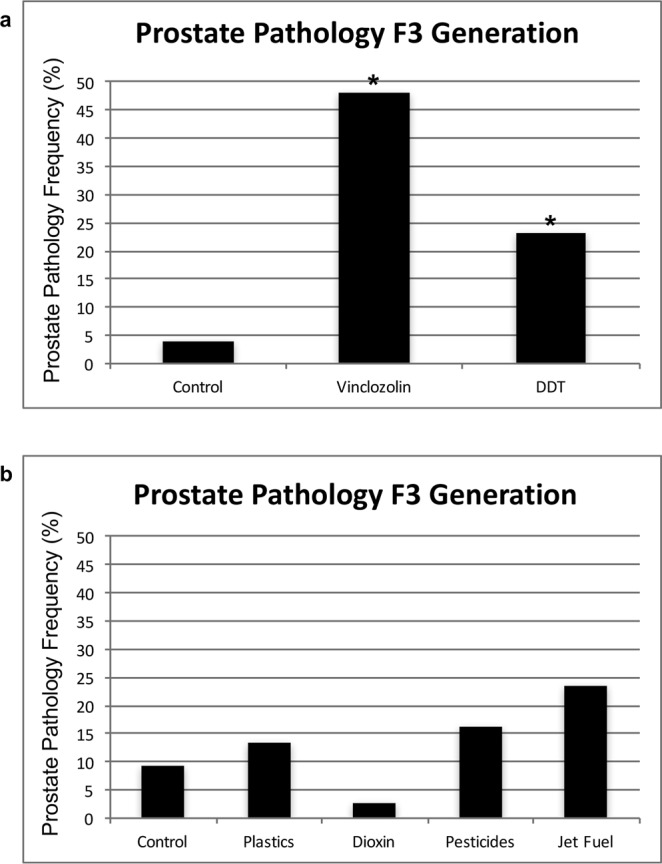
Prostate pathology frequency. (**a**) Transgenerational prostate disease in F3 generation control (n = 26), vinclozolin (n = 27) and DDT (n = 39) lineage males at 1 yr of age. The (*) indicates statistical significance of p < 0.05. (**b**) Transgenerational prostate disease frequency from previous studies in control, plastics^34^, dioxin^35^, pesticides^36^ and jet fuel^37^ lineage males at 1 yr of age (n = ~25 each). Histopathology analyses were performed using similar methods as with the current study. No statistical differences from control disease frequency were observed.

### DNA Methylation Analysis

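MeDIP enriches DNA fragments that carry methylated cytosines with an antibody, so the number of sequencing reads over a region rises with its methylation. DNA was compared between 12 pools of F3 generation rats, with 3 control lineage and 3 vinclozolin lineage pools of ventral prostate epithelial cells and as many of stromal cells. The control lineage pools held 6 to 9 rats each, 22 in all, and the vinclozolin lineage pools 9 to 11 rats each, 30 in all, at 19 to 21 days of age. Gestating F0 generation females of the vinclozolin lineage had received 100 mg/kg/day of this fungicide on gestation days 8 to 14. The authors mapped the trimmed reads to the Rnor 6.0 rat genome, counted them in 100 bp windows with the MEDIPS package, and deposited the count of every window in every pool without normalization, beside an edgeR p-value for the windows of higher count. The counts summed to between 60600121 and 87262275 per control lineage pool of epithelial cells, with a median of 71880778, and to between 57135700 and 73948807 per control lineage pool of stromal cells, with a median of 64361896. For the vinclozolin lineage they summed to between 74605038 and 109250697 in epithelial cells (median 82652348) and between 71843106 and 112304623 in stromal cells (median 110076147). A read that lies over more than 1 window is counted in each, so these sums are not numbers of reads, and no window had more than 300 counts in any pool. Among windows with a summed count of at least 40, the spread between pools of the same group was 0.944 to 1.33 times the variance of counting alone. From these counts, the windows with a summed count of at least 10 over the 6 pools of a cell type were tested with edgeR's exact test after TMM normalization. These were 11518578 windows in epithelial cells and 11670448 in stromal cells, of 27820300 in the genome. Windows with a p-value under 0.1 whose starts lay at most 1000 bp apart were joined, and a joined region that held at least 1 window with a p-value under 1e-06 was taken as a DMR. Each DMR was described by its window with the smallest p-value, and every fold change is of the vinclozolin lineage over the control lineage. For a single window, an exact permutation test, taken two-sided, of 3 pools against 3 cannot give a p-value under 0.1.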

Differences in sites of DNA methylation (*i*.*e*. Differential DNA Methylation Regions, DMRs) between the F3 generation control and vinclozolin lineage rats were characterized for both ventral prostatic epithelial cells and stromal cells using methylated DNA immunoprecipitation (MeDIP) followed by next generation sequencing for a MeDIP-Seq procedure and bioinformatics techniques as described in Methods. The DMRs are assessed in 100 bp windows of genome sequence and associated with altered read number following the sequencing. 

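The number of windows under each threshold was set against the number that evenly spread p-values would put there. In epithelial cells 28510 windows had a p-value under 1e-03, against 11518.6 by an even spread, and 359 had one under 1e-06, against 11.5. In stromal cells 50775 windows lay under 1e-03, against 11670.4, and 1606 under 1e-06, against 11.7. Joined into DMRs, the epithelial windows gave 24399 at 1e-03, 4403 at 1e-04, 1034 at 1e-05 and 104 at 1e-07. The stromal windows gave 39540, 9323, 2934 and 537 DMRs at the same thresholds.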

A number of p-value statistical thresholds were assessed and presented. The p-value selected allowed a more balanced comparison between groups and high statistical stringency. 

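With Benjamini-Hochberg adjustment of the p-values of edgeR's exact test over all windows tested, every DMR at the 1e-06 threshold had an adjusted p of 0.1 or less in both cell types. The largest adjusted p of a DMR was 0.0319 in epithelial cells and 0.00722 in stromal cells. At the 1e-03 threshold, 4.6% of epithelial DMRs and 24.9% of stromal DMRs had an adjusted p of 0.1 or less. Over single windows, the exact test gave 1293 epithelial and 12832 stromal windows with an adjusted p under 0.1. The quasi-likelihood test of edgeR, which also carries the uncertainty of each window's dispersion, gave 29 epithelial windows, 7 of them with an increase, and 1578 stromal windows, 235 of them with an increase. Its numbers moved in both directions. With the pool number as a block it gave 0 windows in either cell type, with 693137 epithelial and 883864 stromal windows at an unadjusted p under 0.05. It also gave 0 in epithelial cells without vinclozolin replicate 1 or without vinclozolin replicate 2 (735747 and 721302 windows at an unadjusted p under 0.05), and in stromal cells without vinclozolin replicate 2 (848962 windows). When a summed count of at least 40 was required, a minimum chosen after the data were seen, it gave 12866 and 73731 windows. On chromosome 20 alone, the exact test gave 62 epithelial and 395 stromal windows, DESeq2 gave 15 and 53, and the quasi-likelihood test gave 3 and 45.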

A false discovery rate (FDR) of 0.1 or less was associated with the majority of DMRs from these p-values selected. In prostate epithelial cells there were 304 DMRs at a p-value of p < 1 × 10^−6^, of which 42 DMRs comprised multiple neighboring genomic windows (Fig. 2a). 

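From the counts, 302 epithelial DMRs were found at this threshold, and 44 of them held at least 2 windows with a p-value under 1e-06. The paper's deposited p-values, which cover only windows with at least 40 counts, give the paper's 304 regions when joined by the same rule, and 241 of the 302 regions overlapped one of these. Every vinclozolin lineage pool lay on one side of every control lineage pool in the smallest-p window of each DMR. Chance gives this for 10% of windows, but the choice of windows by their p-value all but fixes it, so it is no separate evidence. Left out in turn, the pools gave between 111 DMRs, without vinclozolin replicate 1, and 283. The setting that moved the number most was edgeR's quasi-likelihood test with the pool number as a block, under which no region reached 1e-06, while that test without the block gave 48 DMRs. When a summed count of at least 20 was required, the test without the block gave 295. The smallest p-value among DMRs with an increase was at chromosome 3 from 52071801 to 52073000, which the paper assigns to Csrnp3. There the normalized count (edgeR's CPM, the count scaled to the library size) was 0.249 ± 0.0383 (SD, n = 3 pools) in the control lineage and 0.799 ± 0.0996 (SD, n = 3) in the vinclozolin lineage, a log2 fold change of 1.64 (standard error 0.227, adjusted p = 1.18e-07 from edgeR's exact test with Benjamini-Hochberg adjustment). The next ones, at chromosome 12 from 50526301 to 50527600 and chromosome 18 from 87797301 to 87798300, had log2 fold changes of 1.39 and 1.47. Among DMRs with a decrease the smallest p-value was at chromosome 1 from 22736601 to 22739000, assigned to Slc18b1, where the CPM fell from 1.29 ± 0.249 (SD, n = 3) to 0.325 ± 0.0496 (SD, n = 3), with an adjusted p of 4.46e-11 from the same test. It was followed by the SNORA17 DMR at chromosome 1 from 5738001 to 5738500, with an adjusted p of 9.85e-09, and by chromosome 3 from 23694101 to 23694900. The last had no read in any of the 3 vinclozolin lineage pools and 12 to 20 in each control lineage pool, so its CPM was at least 18.7-fold lower by a floor of 3 counts over the group. At each of these 6 DMRs the p-value stayed under 1e-06 whichever pool was left out.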

A list of these DMRs is presented in Supplemental Table S1. In prostate stromal cells there were 1249 DMRs at a p-value of p < 1 × 10^−6^, of which 307 DMRs were comprised of multiple neighboring genomic windows (Fig. 2b). 

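The stromal counts gave 1116 DMRs, 269 with at least 2 windows under 1e-06, and 1051 of the 1116 overlapped a region of the paper's list, whose 1249 regions follow from the deposited p-values in the same way. Without vinclozolin replicate 2 the number was 377, and without vinclozolin replicate 1 it was 1273. By edgeR's quasi-likelihood test it was 184, and 2 with the pool number as a block. When a summed count of at least 20 was required, the test without the block gave 1095. Among DMRs with an increase, the region at chromosome 12 from 45639001 to 45639900 had the smallest p-value, with 0.116 ± 0.0202 CPM (SD, n = 3 pools) in the control lineage and 0.553 ± 0.0605 (SD, n = 3) in the vinclozolin lineage. Its log2 fold change was 2.20 (standard error 0.273, adjusted p = 6.61e-09 from edgeR's exact test with Benjamini-Hochberg adjustment). The log2 fold changes were 1.96 at chromosome 1 from 180237401 to 180249000 and 2.52 at chromosome 12 from 50775001 to 50779500. Among DMRs with a decrease, the smallest p-value was at chromosome 8 from 14259101 to 14260400, assigned by the paper to Slc36a4, where the CPM fell from 2.5 ± 0.243 (SD, n = 3) to 1.13 ± 0.101 (SD, n = 3), a log2 fold change of -1.16 (standard error 0.121, adjusted p = 1.92e-15 from the same test). At another DMR with a decrease, at chromosome 9 from 10507301 to 10509000, the CPM fell from 2.46 ± 0.111 (SD, n = 3) to 1.24 ± 0.166 (SD, n = 3).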

A list of these DMRs is presented in Supplemental Table S2. At p < 1 × 10^−6^ there were 50 DMRs in common between stromal and epithelial cells (Fig. 2c) and the list of these DMRs is presented in Supplemental Table S3. 

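By an overlap of at least 1 bp, 53 of the epithelial DMRs were shared with 52 stromal DMRs, in 54 pairs. When the stromal DMRs were placed at random among the windows tested without regard to their counts, in 1000 draws, 0.59 were shared on average and at most 4. The change had the same direction in 53 of the 54 pairs, a decrease in both cell types for 35 and an increase in both for 18. The DMRs with the smallest p-values in both were those at SNORA17, at Slc18b1 and at chromosome 3 from 23694101. The stromal log2 fold change was -5.70 at SNORA17 and -1.93 at Slc18b1. At SNORA17 the stromal vinclozolin lineage pools had 0 to 1 counts each, so the size of this fall is uncertain. It lay between -7.30 and -5.17 with a pool left out. At the DMR on chromosome 3 these pools had no read either. By the paper's methods both cell types came from the same groups of rats, so their agreement is no independent replication. For the DMRs that were not shared, the other cell type was read at the same window. The change had the same direction there in 240 of 249 epithelial DMRs (96.4%) and in 1026 of 1064 stromal DMRs (96.4%), while 61.4% of all 2832028 windows with at least 40 counts in each cell type had the same direction in both. Of the 1394 windows that were the smallest-p window of a DMR in either cell type, 289 (20.7%) had a lineage difference that differed between the cell types at an adjusted p under 0.05, by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment over these windows. This fit took the 12 pools as independent, and with epithelial and stromal pools of the same lineage and number as a block the number was 197. These windows were chosen for a small p-value in 1 cell type, so a smaller difference in the other is built into the choice. Over the 2832028 windows chosen by count alone, a test added after this result was seen, the same test called 1 window. Among the shared DMRs, 1 of the 53 epithelial ones had such a difference. Leaving out vinclozolin replicate 2 in both cell types moved the number of shared DMRs most, to 16, and the quasi-likelihood test within each cell type gave 17.

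**Figure D1:**
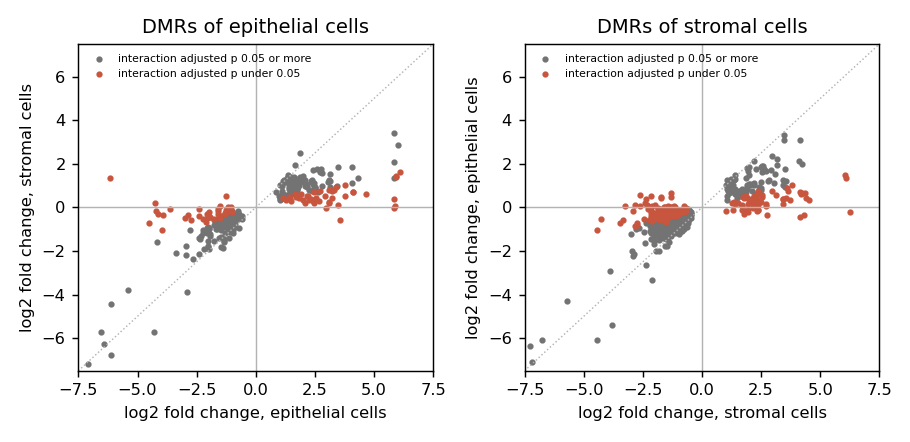
Log2 fold change of vinclozolin over control lineage at each DMR's window with the smallest p-value, in the cell type where the DMR was found (x axis) and in the other cell type (y axis), for the epithelial (left) and stromal (right) DMRs. Red points are the windows whose lineage difference differed between the cell types at an adjusted p under 0.05, and most points of either colour lie in the quadrants of equal direction.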

The DMR genomic location, statistics and ratio of vinclozolin/control fold change indicates an increase or decrease in DNA methylation, Supplemental Tables S1–S3. Approximately 50% of the DMRs had an increase in DNA methylation and the rest a decrease. 

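Methylation was increased in 140 epithelial DMRs (46.4%, exact 95% confidence interval 40.6% to 52.2%) and decreased in 162. In stromal cells it was increased in 146 DMRs (13.1%, exact 95% confidence interval 11.2% to 15.2%) and decreased in 970. These intervals cover counting error only and treat the DMRs as independent. The stromal share depended on the p-value threshold, with 48.0% increased at 1e-03, 35.0% at 1e-04, 23.0% at 1e-05 and 7.4% at 1e-07. In epithelial cells the shares at these thresholds were 53.2%, 51.0%, 49.2% and 38.5%. The ratios in the paper's own lists give 50.7% of epithelial and 9.4% of stromal DMRs with an increase. The median log2 fold change was 2.07 for increased and -1.44 for decreased epithelial DMRs, and 2.2 and -0.95 for stromal DMRs, also when the DMRs without a read in a lineage were put at their bound. Without any filter on low counts the shares with an increase moved most upward, to 67.2% in epithelial and 45.9% in stromal cells. Leaving out control replicate 3 brought the epithelial share to 14.8% and leaving out vinclozolin replicate 1 brought it to 62.2%, while the stromal share stayed between 6.1% and 15.1% whichever pool was left out.

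**Figure D2:**
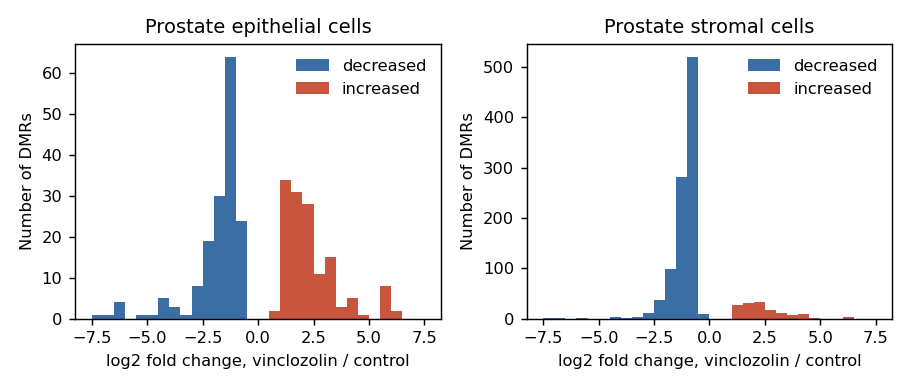
Number of DMRs (y axis) by log2 fold change of vinclozolin over control lineage (x axis, in steps of 0.5) in epithelial (left) and stromal (right) cells. The decreased DMRs, in blue, hold 53.6% of the epithelial and 86.9% of the stromal DMRs.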

The chromosomal locations of the DMRs were examined. The DMRs were present on all chromosomes except the Y chromosome and mitochondrial DNA (Fig. 3a,b). 

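Each of the 20 autosomes and chromosome X held at least 1 DMR in both cell types. The number per chromosome ranged from 4 on chromosome 16 to 36 on chromosome 1 in epithelial cells, and from 23 on chromosome 19 to 144 on chromosome 1 in stromal cells. On chromosome Y 11763 epithelial and 11987 stromal windows were tested, on which an even spread over the windows tested would place 0.3 and 1.1 DMRs, so the absence of a DMR there was within what the number of windows allows. The mitochondrial genome had 164 windows tested in each cell type.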

The red arrowheads identify the DMRs and black boxes clusters of DMRs.

**Figure 2:**
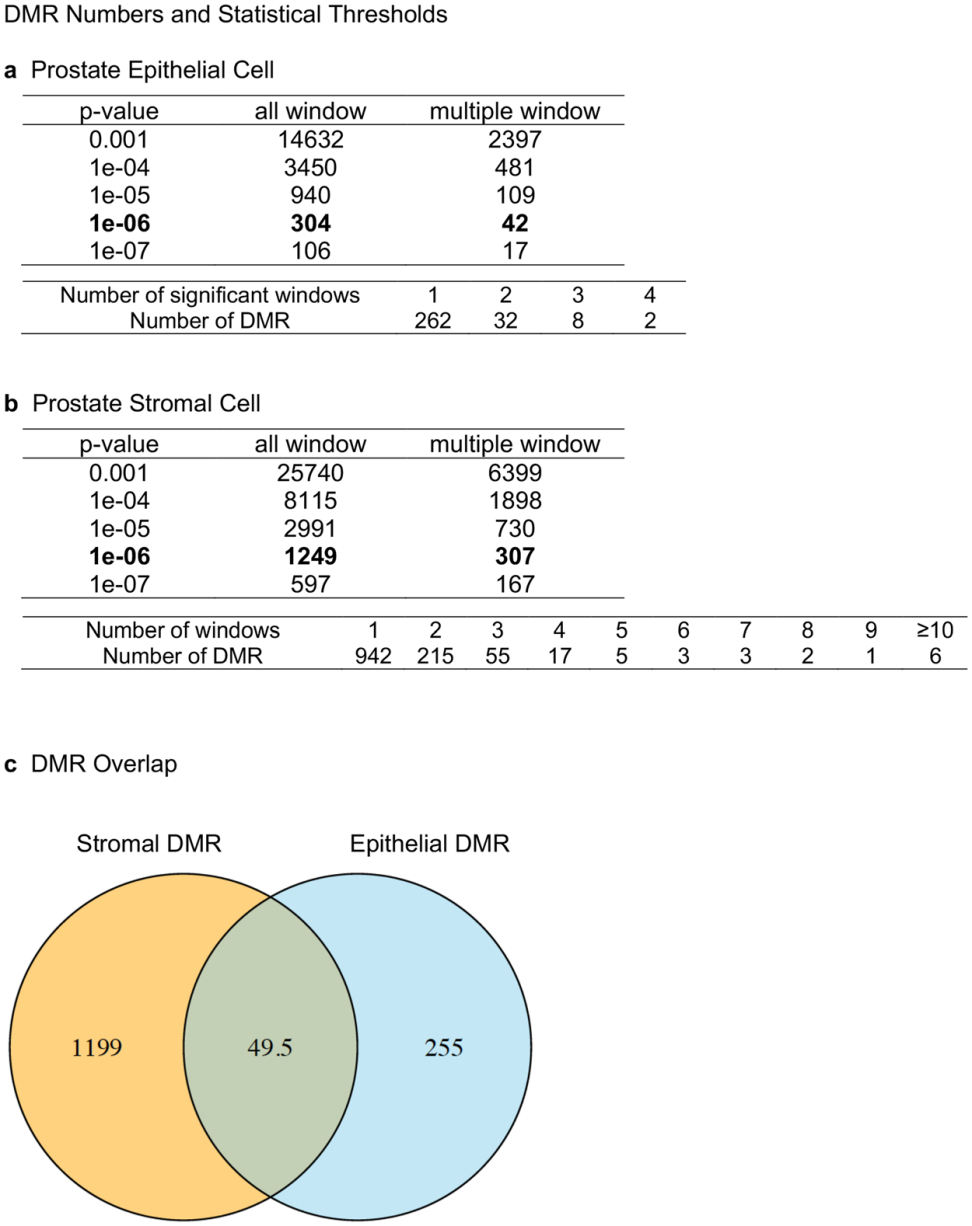
DMR identification. The number of DMRs found using different p-value cutoff thresholds is presented. The all window column shows all DMRs. The multiple window column shows the number of DMRs containing at least two significant neighboring windows. At the base of each table is presented the number of DMRs with each specific number of significant windows at p < 1e-06. (**a**) Prostate epithelial cell F3 generation DMRs p < 1e-06. (**b**) Prostate stromal cell F3 generation DMRs p < 1e-06. (**c**) Venn diagram showing the number of DMRs in common between prostate stroma and epithelium at p < 1e-6. Three pools of each prostate cell type with n = 6–11 different animals in each pool were used, as outlined in Methods.

**Figure 3:**
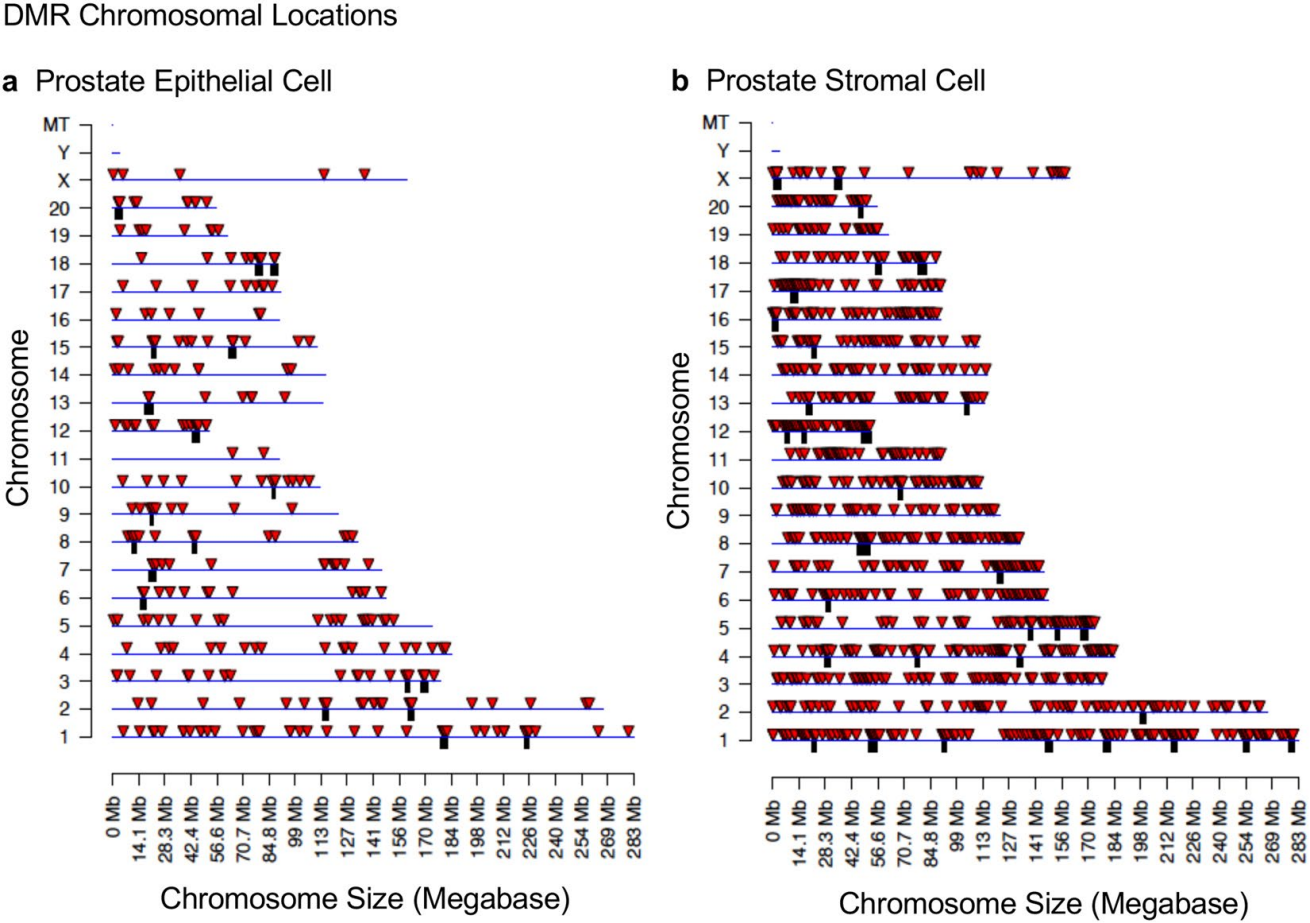
DMR chromosomal locations. The DMR locations on the individual chromosomes for all DMRs at a p-value threshold of p < 1e-06. (**a**) Prostate epithelial cells. (**b**) Prostate stromal cells. Red arrowheads indicate positions of DMR and black boxes indicate clusters of DMR.

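The number of CpG sites of a DMR was taken from the paper's lists, since no genome sequence was used here, and was known for the 241 epithelial and 1051 stromal DMRs that overlapped a listed region. For epithelial cells this is 79.8% of the DMRs, under the 80% set as the least for a summary, so the epithelial values describe the matched DMRs alone. Fewer than 2 CpG sites per 100 bp were found in 199 of the matched epithelial DMRs (82.6%) and 915 of the matched stromal DMRs (87.1%). The median was 0.923 sites per 100 bp in epithelial and 0.667 in stromal DMRs. No CpG site at all was listed for 30 matched epithelial DMRs (12.4%) and 205 stromal DMRs (19.5%).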

Examination of the characteristics of the genomic sites where DMRs reside shows that most DMRs are present in areas having an average of 1 or 2 CpG sites per 100 base pairs (Fig. 4a,c). A CpG is a cytosine residue adjacent to a guanine residue on the DNA and the cytosine bases are methylated. This indicates that most of the DMRs identified occur in areas of low CpG density termed CpG deserts^33^. 

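Joined from windows with a p-value under 0.1, epithelial DMRs had a median length of 1000 bp and ranged from 100 to 11200 bp. Stromal DMRs had a median length of 900 bp and ranged from 100 to 24300 bp. A length under 1 kb was found for 142 epithelial DMRs (47.0%) and 562 stromal DMRs (50.4%). Length depends on which windows are tested, because a window that is not tested cannot extend a DMR. With a summed count of at least 20 the shares under 1 kb were 59.2% and 61.1%, and with one of at least 40, chosen after the data were seen, 69.7% and 71.5%.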

Most DMRs for both prostate epithelial cells and stroma cells were shown to be less than one kilobase (kb) in length (Fig. 4b,d). Characteristics of individual DMRs are presented in Supplemental Tables S1–S3.

**Figure 4:**
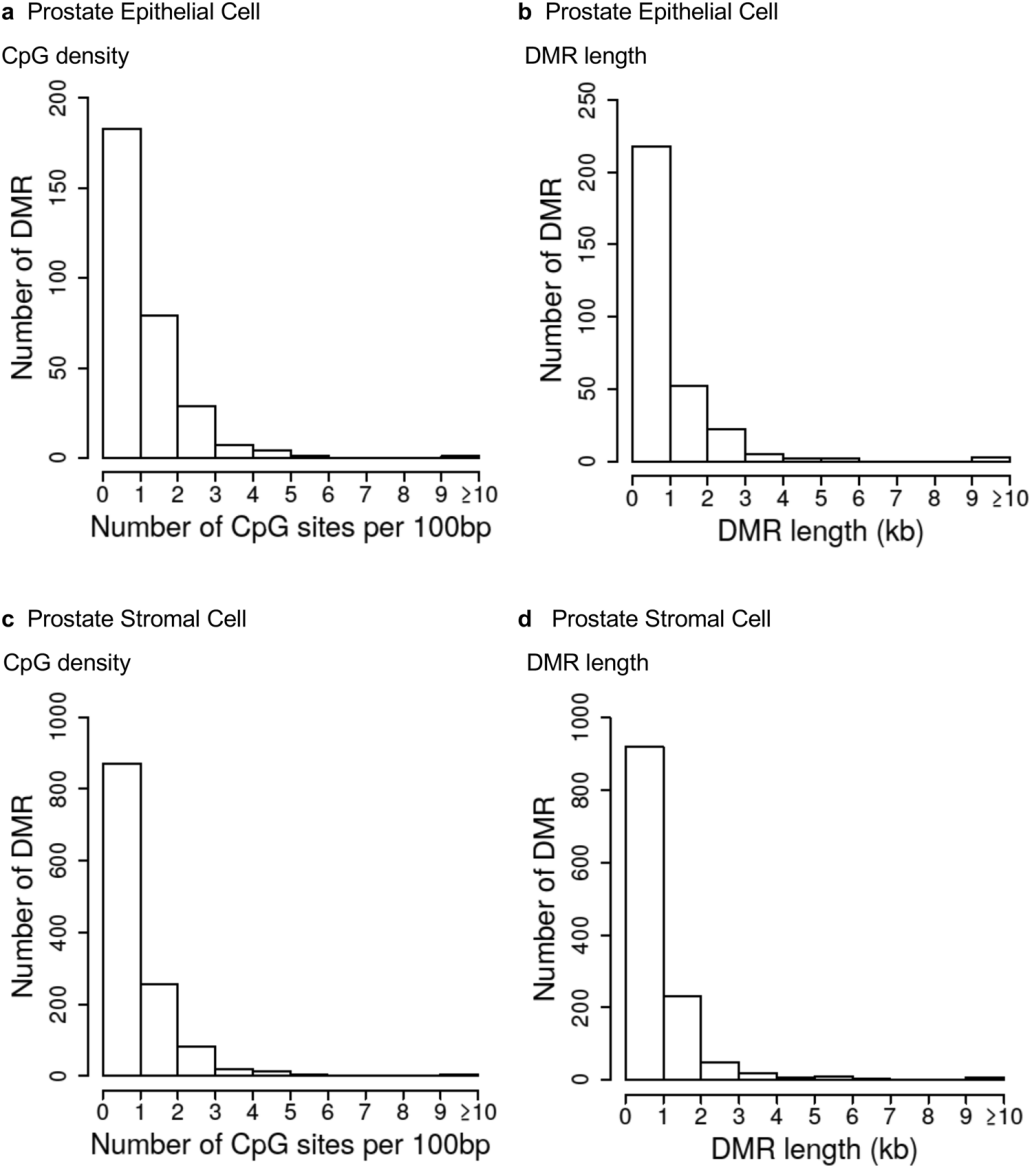
DMR genomic features. (**a**,**c**) The number of DMRs at different CpG densities for all DMRs at a p-value threshold of p < 1e-06. (**b**,**d**) The DMR lengths for all DMRs at a p-value threshold of p < 1e-06. (**a**,**b**) Prostate epithelial cells. (**c**,**d**) Prostate stromal cells.

### Non-Coding RNA Analysis

The differentially expressed mRNA, long ncRNA (lncRNA) and small ncRNAs (sncRNA) were determined using RNA-seq data, comparing vinclozolin lineage ventral prostate stromal and epithelial cells to control cells. The numbers of differentially expressed RNAs of different classes at different p-value statistical thresholds are presented for both prostate epithelium and stroma (Fig. 5a,b, respectively). A significance level of p < 0.001 was chosen for subsequent analysis. Specific locations of differentially expressed ncRNAs for the prostate epithelium and stroma are presented for sncRNA in Supplementary Tables S4–S6; for lncRNA in Supplementary Tables S7–S9; and for mRNA in Supplementary Tables S10–S12, respectively. In both epithelial and stromal cells mRNA had the highest number of differentially expressed transcripts (520 vs 421, respectively), followed by those categorized as lncRNA. There were about twice as many differentially expressed sncRNAs in the epithelial prostate cells as there were in stromal prostate cells (165 vs 76, respectively). Differentially expressed sncRNAs were subsequently broken down into categories by type with both epithelial and stromal prostate cells having piRNA as the most numerous category of sncRNAs (Fig. 5c). Interestingly, sncRNAs other than those of the miRNA and piRNA classes were not differentially expressed in the epithelial cells, but small tRNA fragments were differentially expressed in the stromal cells. Therefore, the different classes of sncRNAs are apparently affected differently in the same tissue in different cell types, indicating that ancestral exposures can have different effects on different cell types.

**Figure 5:**
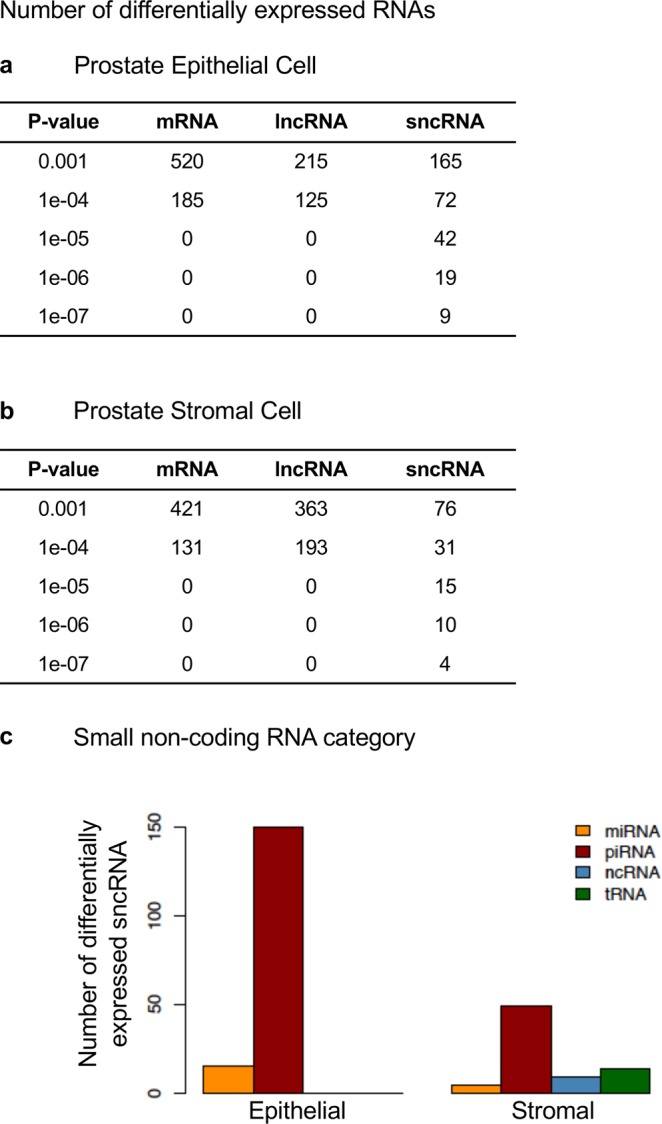
Differential expression of mRNA and noncoding RNAs between the control and vinclozolin lineages in prostate epithelial (**a**) and stromal (**b**) cells. (**c**) Categories of differentially expressed small, noncoding RNA at P < 0.001. Three pools of each prostate cell type with n = 6–11 different animals in each pool were used, as outlined in Methods.

Chromosomal locations of differentially expressed mRNA and ncRNA were analyzed. The differentially expressed lncRNA from both the epithelial (Fig. 6a) and stromal (Fig. 6b) cell types were present on all chromosomes except for the Y chromosome and mitochondrial DNA. This was also the case for the differentially expressed mRNAs from both epithelium and stroma (Fig. 6c,d, respectively). Chromosomal locations of differentially expressed sncRNAs are presented in Fig. 7 and Supplemental Tables S4–S6. Only the stromal cell line had a differentially expressed sncRNA on the mitochondrial (MT) chromosome.

**Figure 6:**
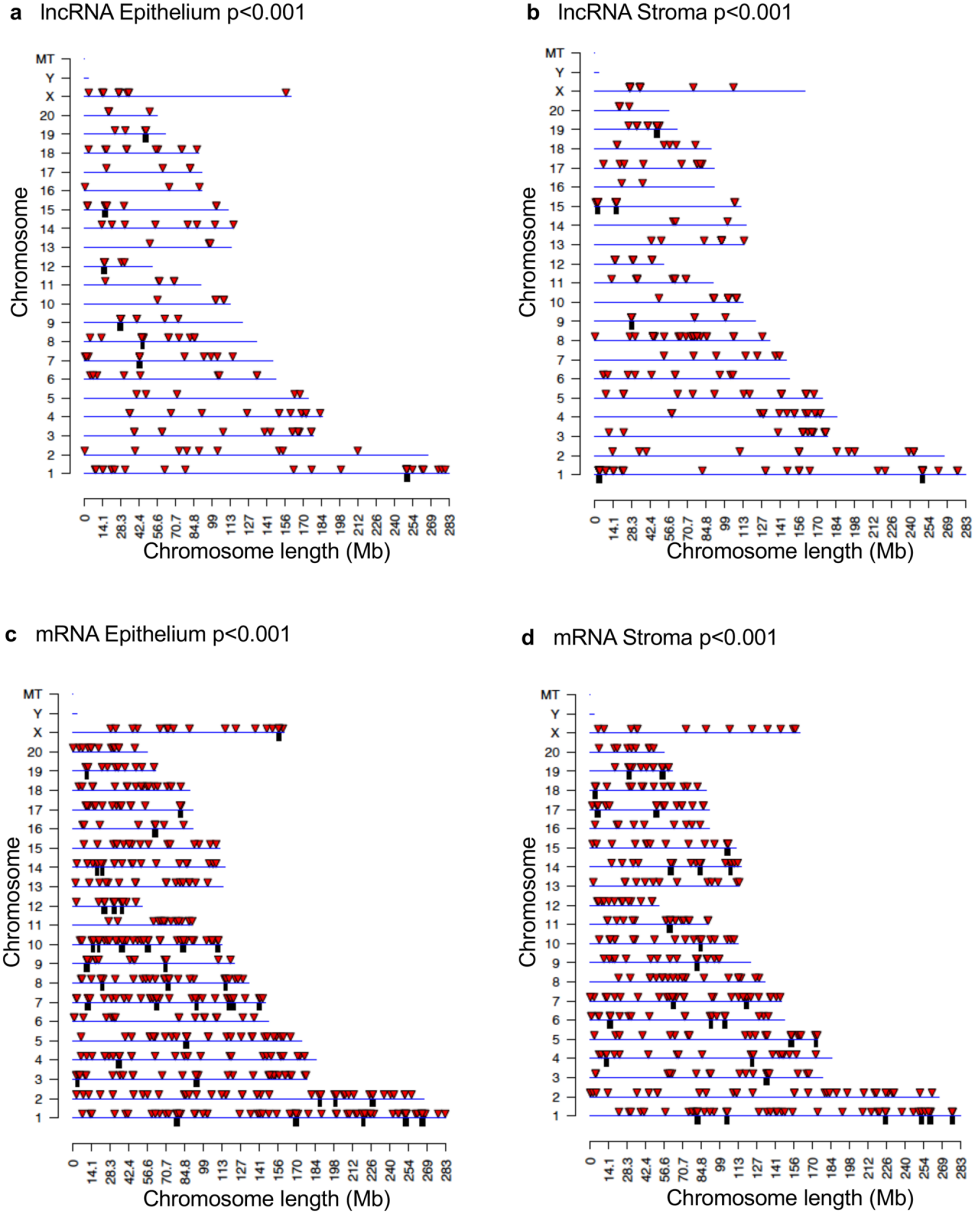
Chromosomal locations of differentially expressed large RNAs. Long, noncoding RNAs from the epithelium (**a**) and stroma (**b**). mRNAs from the epithelium (**c**) and stroma (**d**). Red arrows indicate individual large RNAs, while black boxes indicate clusters. P < 0.001.

**Figure 7:**
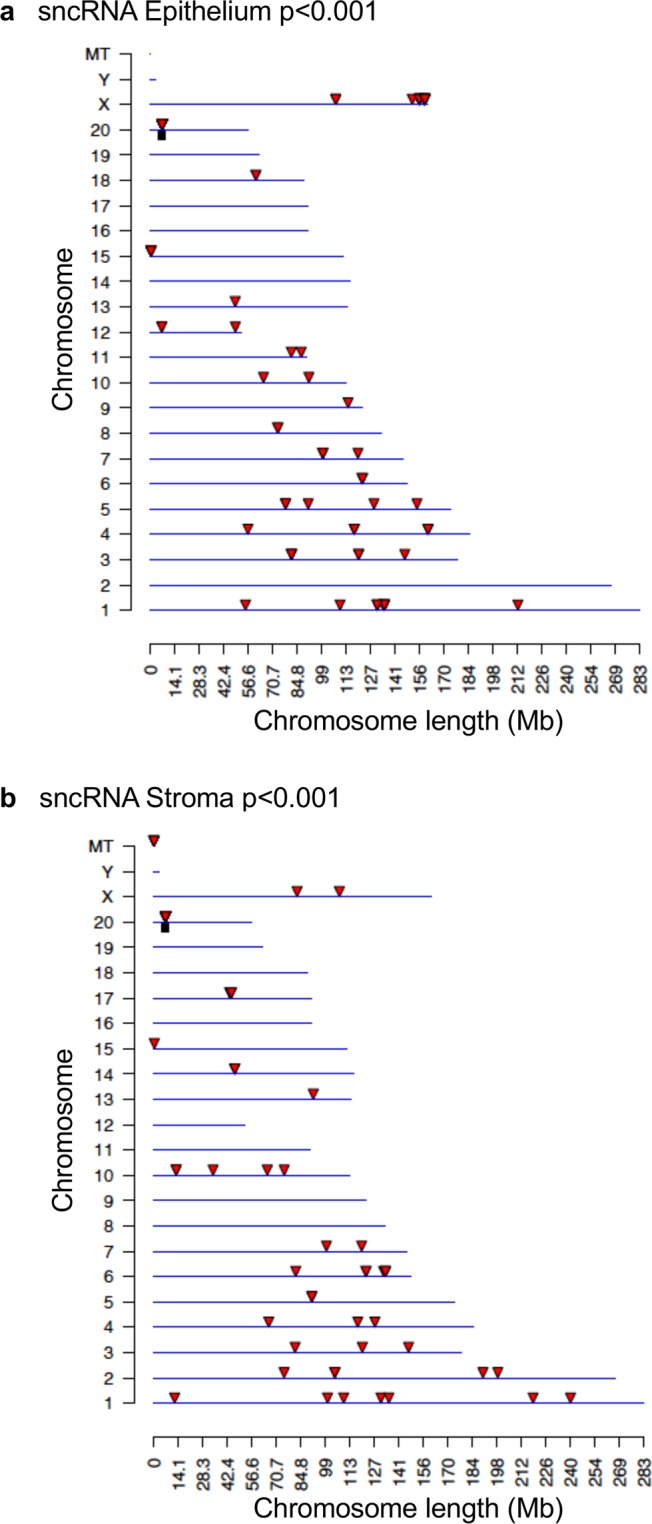
Chromosomal locations for differentially expressed small, noncoding RNAs from the epithelium (**a**) and stroma (**b**). Red arrows indicate individual sncRNAs, while black boxes indicate clusters. P < 0.001. There are 9 differentially expressed sncRNA with unknown locations from the epithelium and 4 from the stroma (Supplemental Table S4).

All differentially expressed transcripts and epigenetic modifications within both the epithelium and the stroma were compared to assess overlaps (i.e. lncRNA, mRNA, sncRNA, and DMRs). 

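Gene symbols assigned to epithelial DMRs in Supplemental Table S1 were matched to those of the differentially expressed RNAs in the paper's supplement. The match gave 7 mRNA symbols, each at a DMR found from the counts, and 6 of them are given here. The lncRNA list shared 0 symbols with these DMRs. Methylation was lower in the vinclozolin lineage at Arl5b, Hacd1, Mc5r and SNORA17, with log2 fold changes of -1.11, -0.97, -2.07 and -4.30. It was higher at Srd5a2 and Syne1, with log2 fold changes of 1.80 (standard error 0.329) and 3.38 (standard error 0.575). By edgeR's quasi-likelihood test the adjusted p was 0.00288 at SNORA17 and between 0.182, at Syne1, and 0.352, at Hacd1, at the other 5. Of the 6 fits with a pool left out, 0 gave a p-value over 1e-06 at SNORA17, 2 at Syne1, 4 at Arl5b and 5 at each of the others. At the Syne1 window, on chromosome 1, the CPM values were 0.0146 ± 0.0131 (SD, n = 3 pools) in the control lineage and 0.173 ± 0.0122 (SD, n = 3) in the vinclozolin lineage. SNORA17 is the name of an RNA family, and a family symbol does not place a DMR and a transcript at one locus. The paper lists 0 CpG sites in its DMR of 200 bp at SNORA17. The fall in reads there does not place a loss of methylation within it. The RNA values of these genes are the paper's and were not analysed here.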

In the ventral prostate epithelium (Fig. 8a), DMRs overlapped individually with 2 lncRNA transcripts and 7 mRNA transcripts. Very little overlap (1–2 transcripts) was observed between the lncRNA and the mRNA, and no overlap was observed with any of the sncRNAs. In contrast, in the prostate stroma there was a larger overlap of 12.5 transcripts between the mRNA and the sncRNA, and no overlap between the lncRNA and the mRNA (Fig. 8b). The stromal cell DMRs overlapped with 9–10 transcripts each of both the mRNA and the lncRNA, but none were in common to all three.

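For stromal cells, the same match of symbols gave 10 mRNA symbols and 2 lncRNA symbols, all at DMRs found from the counts. The mRNA symbols were Ano6, Bcl2, Cox17, Ext1, Mgst1, Ppil1, Shb, Sik3 and the non-coding RNA families 7SK and Metazoa_SRP, and the lncRNA symbols were the families 5_8S_rRNA and U6. Methylation fell in the vinclozolin lineage at all of the 8 named genes, with log2 fold changes from -2.83 at Shb to -0.87 at Mgst1. The paper lists 0 CpG sites in its DMRs at Bcl2 and Mgst1. The fall in reads there does not place a loss of methylation within them. At Bcl2 the log2 fold change was -2.75 (standard error 0.509), and the CPM values were 0.192 ± 0.0439 (SD, n = 3 pools) in the control lineage and 0.0237 ± 0.0212 (SD, n = 3) in the vinclozolin lineage. Of the RNA families, methylation rose at 7SK, with a log2 fold change of 2.51, and at U6, with 1.41. It fell at Metazoa_SRP, with -1.01, and at 5_8S_rRNA, with -0.68. By edgeR's quasi-likelihood test the adjusted p at the 8 genes lay between 0.0296, at Sik3, and 0.12, at Ano6, with 0.0752 at Bcl2, and it was 0.0894 at 7SK and 0.0708 at U6. Of the 6 fits with a pool left out, 0 gave a p-value over 1e-06 at Sik3, 4 at Bcl2 and 5 at Ext1, 7SK and U6.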

**Figure 8:**
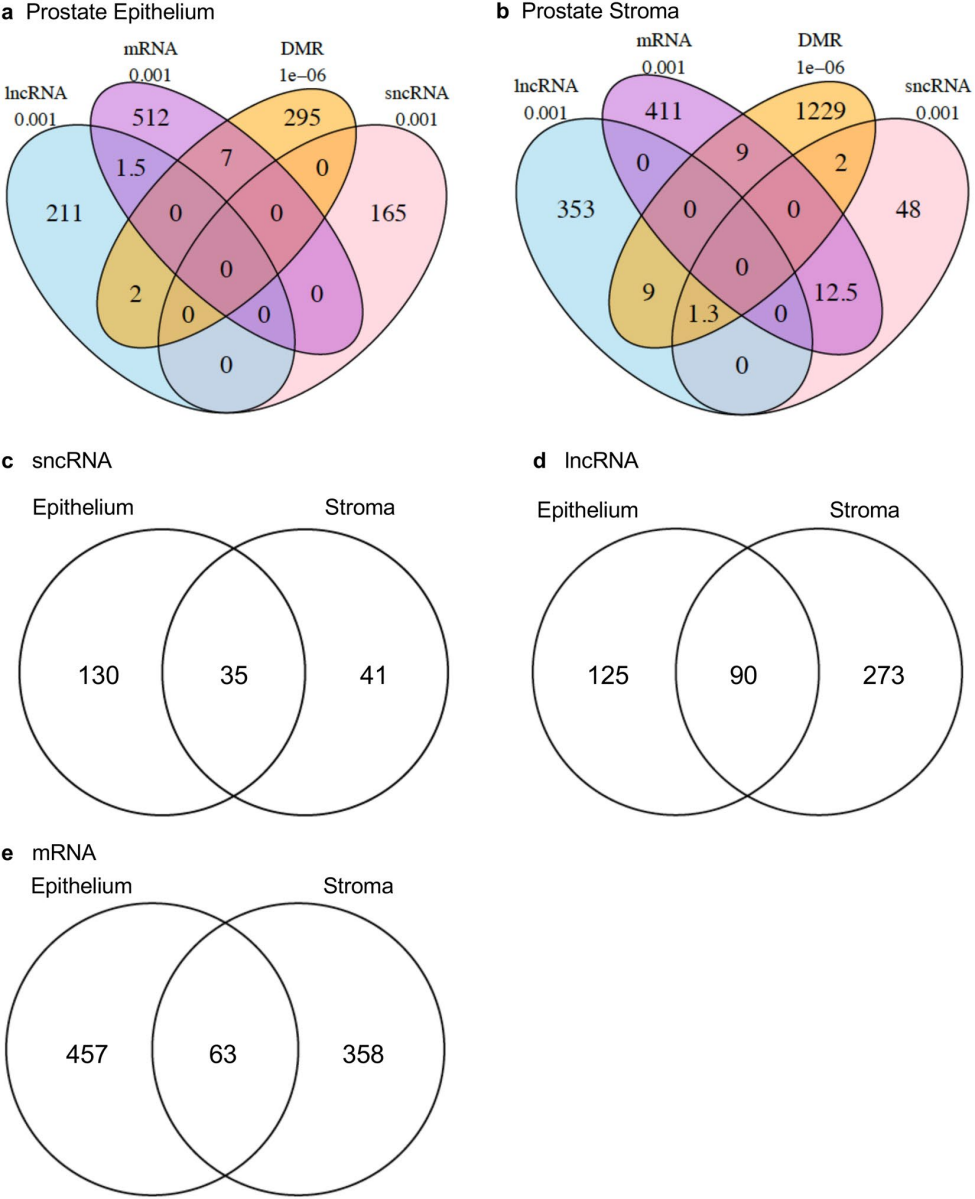
Overlaps of the DMRs (p < 1e-6) with the differentially expressed noncoding RNAs (p < 0.001) in the prostate epithelium (**a**) and the prostate stroma (**b**). Overlaps of differentially expressed RNAs between epithelium and stroma for sncRNA (p < 0.001) (**c**), lncRNA (p < 0.001) (**d**) and mRNA (p < 0.001) (**e**).

Noncoding RNA transcripts were compared between prostate epithelial and stromal cells (Fig. 8). Of the 165 differentially expressed sncRNA transcripts present in epithelium and the 76 differentially expressed sncRNA transcripts present in stroma there were 35 in common (Fig. 8c and Supplemental Table S7). Similarly, of the 215 differentially expressed lncRNA transcripts present in epithelium and the 363 differentially expressed lncRNA transcripts present in stroma there were 90 in common (Fig. 8d and Supplemental Table S8).

### Gene Association Analysis

Some DMRs occurred in the vicinity (within 10 kb) of known genes, Supplemental Tables S1–S3. This 10 kb window allows the flanking regions of the gene, such as the promoter, to be considered. These DMR associated genes were categorized and evaluated for potential function. 

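The paper's gene assignments were carried over to the DMRs found from the counts, as no annotation of Rnor 6.0 was used here. Of the matched DMRs, 100 epithelial (41.5%) and 559 stromal (53.2%) had at least 1 gene within 10 kb. In the paper's lists these are 136 epithelial and 644 stromal DMRs.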

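Functional categories were taken from the paper's lists for the DMRs found from the counts, and a DMR with genes of several categories was counted in each. In epithelial cells 74 DMRs had a category, most often Signaling (15 DMRs), Metabolism (10), Transcription (8), and Receptor and Transport (6 each). In stromal cells 374 DMRs had one, most often Signaling (57 DMRs), Metabolism (55), Transcription (54), Cytoskeleton (42) and Unknown (42), followed by Receptor (31) and Transport (22). No test of enrichment was made, because the categories of genes without a DMR were not available.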

For both prostate epithelial cells and stroma cells the DMR associated genes were most often related to signaling, metabolism, transcription and receptor functions (Fig. 9a,b).

**Figure 9:**
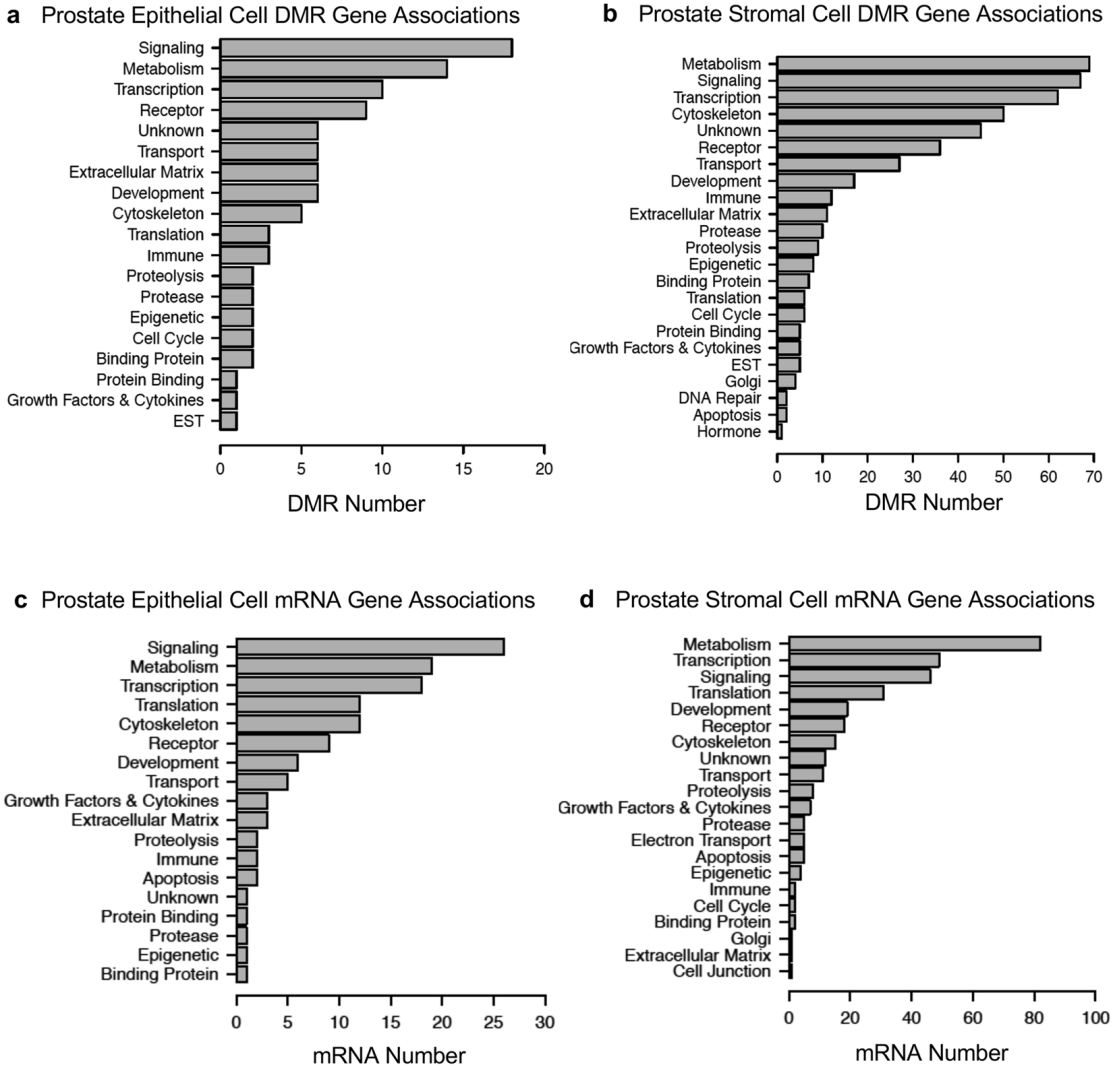
Gene functional categories for DMR associated gene categories. (**a**) Prostate epithelial cell and (**b**) Prostate stromal cell. Genes within 10 kb proximity to DMR were categorized as to function and the number of DMR associated genes in each category presented. DMRs are at a p-value of ≤ 1e-6. Differentially expressed mRNA gene categories for (**c**) Prostate epithelial cell and (**d**) Prostate stromal cell. Differentially expressed mRNA genes (p < 0.001) were categorized and the number of genes in each category presented.

Differentially expressed mRNA transcripts in prostate epithelial and stromal cells were categorized and evaluated for potential function. In epithelium the highest number of differentially expressed genes had functions related to metabolism, transcription, translation, signaling and development (Fig. 9c). Similarly, in stromal cells the highest number of differentially expressed genes had functions related to signaling, metabolism, transcription, translation, cytoskeleton and development (Fig. 9d).

The lists of differentially expressed DMRs and mRNAs were also compared to well-characterized physiological pathways in the KEGG database (http://www.kegg.jp/kegg/kegg2.html). Those pathways having the most DMR associated genes and differentially expressed mRNAs are presented in Fig. 10. Among the KEGG pathways containing DMR associated genes from epithelial cells and those from stromal cells there were five pathways (bolded) in common (Fig. 10a,b). Similarly, for differentially expressed mRNAs three of the pathways are in common between the epithelial cells and stromal cells (Fig. 10c,d). The ‘Pathways in Cancer’ KEGG pathway is presented in Supplemental Figure S2 and shows the DMR associated genes and differentially expressed mRNAs from both epithelium and stroma within this pathway, featuring several different signaling cascades. The extracellular matrix (ECM) and growth factor – cytokine signaling were the most predominant components of the pathway affected, Supplemental Figure S2.

**Figure 10:**
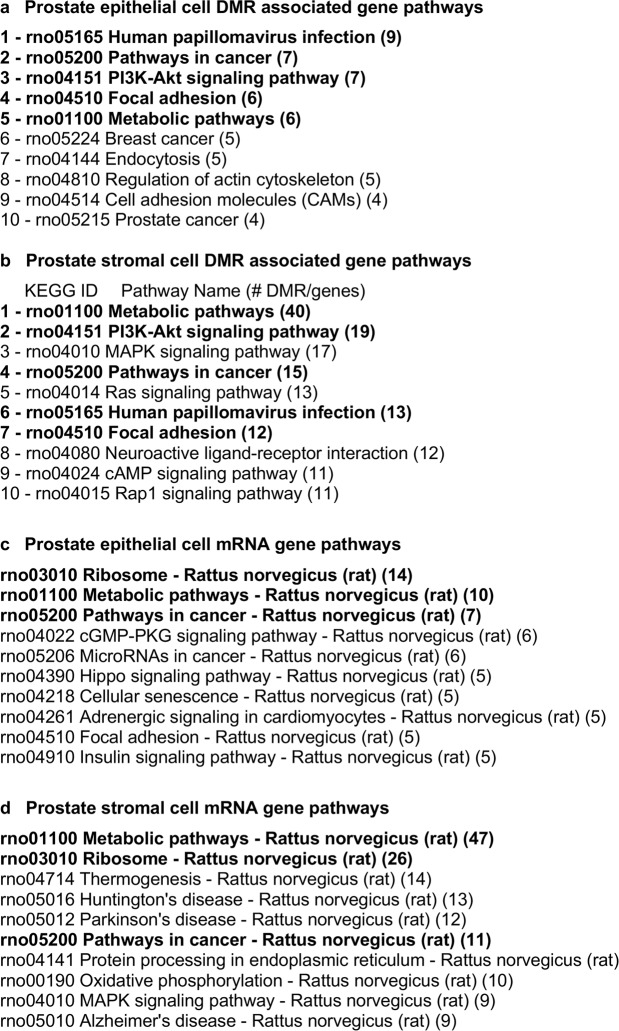
Gene pathways for DMR associated gene pathways. (**a**) Prostate epithelial cell. (**b**) Prostate stromal cell. DMR associated genes were surveyed for their presence in known physiological pathways (KEGG pathways). The number of DMR associated genes present in each pathway is indicated. Bold indicates common pathways between the cell types. Differentially expressed mRNA gene pathways in (**c**) Prostate epithelial cell and (**d**) Prostate stromal cell. Differentially expressed mRNA genes were surveyed for their presence in known physiological pathways (KEGG pathways). The number of mRNA genes present in each pathway is indicated. Bold indicates common pathways between the cell types.

Differentially expressed mRNA transcripts were compared between prostate epithelial and stromal cells (Fig. 8e). Of the 520 differentially expressed mRNA transcripts present in epithelium and the 421 differentially expressed mRNA transcripts present in stroma there were 63 in common (Supplemental Table S8).

A final analysis identified genes previously associated with prostate disease (cancer and BPH) in the literature and compared them to the results of the current study. A list of 159 genes that have previously been shown to be associated with prostate disease are presented in Supplemental Table S13. Several genes previously associated with prostate disease were also identified as affected in the current study: Fli1 (stromal DMR), Egf (epithelial DMR), Dgk2 (stromal differentially expressed mRNA), Snai2 and Cxcl1 (epithelial differentially expressed mRNA). Therefore, several genes previously shown to be associated with prostate disease were present in the DMR or differentially expressed mRNA lists.

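The epithelial DMR that the paper assigns to Egf lay on chromosome 2 from 68828001 to 68828800. In its window from 68828601 to 68828700 the counts were 10 to 14 in the control lineage pools and 1 to 3 in the vinclozolin lineage pools. Normalized, these were 0.178 ± 0.0275 CPM (SD, n = 3 pools) and 0.0226 ± 0.019 (SD, n = 3), a log2 fold change of -2.99 (standard error 0.523, adjusted p = 0.00894 from edgeR's exact test with Benjamini-Hochberg adjustment). The adjusted p was 0.231 by edgeR's quasi-likelihood test, and 4 of the 6 fits with a pool left out gave a p-value over 1e-06. In stromal cells the log2 fold change at this window was -0.48 (standard error 0.581), with 0.0851 ± 0.0772 CPM (SD, n = 3) in the control and 0.0576 ± 0.0233 (SD, n = 3) in the vinclozolin lineage. The lineage difference was smaller in stromal than in epithelial cells by 2.51 on the log2 scale (standard error 0.825, adjusted p = 0.0266 from edgeR's quasi-likelihood test of the interaction). The window was chosen by its epithelial p-value, so a smaller stromal difference is built into the choice and this p-value is no separate evidence of one. The stromal DMR assigned to Fli1 lay on chromosome 8 from 33562301 to 33563200. In its window from 33562401 to 33562500, with counts of 101 to 125 and 70 to 131, the values were 1.93 ± 0.172 CPM (SD, n = 3) in the control lineage and 1.18 ± 0.139 (SD, n = 3) in the vinclozolin lineage. This is a log2 fold change of -0.69 (standard error 0.126, adjusted p = 0.000309 from the exact test and 0.0709 from the quasi-likelihood test), and 3 of the 6 fits with a pool left out gave a p-value over 1e-06. In epithelial cells the same window went from 2.03 ± 0.552 (SD, n = 3) to 1.31 ± 0.0753 (SD, n = 3) CPM, and the interaction had an adjusted p of 0.64. The paper's own ratios are 0.127 for Egf and 0.594 for Fli1. For its DMR of 100 bp at Egf the paper lists 0 CpG sites. The fall in reads at Egf does not place a loss of methylation within that DMR. The paper states that some genes known from prostate disease are on its lists of DMRs or differentially expressed mRNAs.

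**Figure D3:**
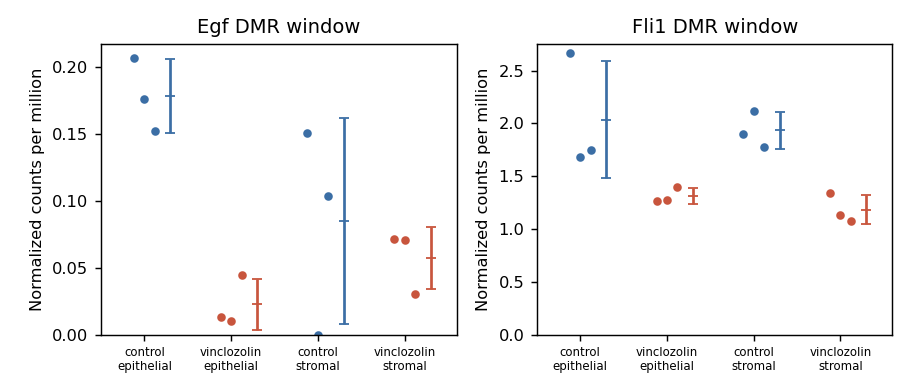
Normalized counts (CPM, y axis) at the window of the Egf DMR (left) and of the Fli1 DMR (right) in each pool, with the mean and SD of the 3 pools of each lineage and cell type beside the points. The vinclozolin lineage pools lie under the control lineage pools for Egf in epithelial cells and for Fli1 in both cell types, and the groups overlap for Egf in stromal cells.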

## Discussion

The results of these studies indicate that ancestral exposure to the toxicant vinclozolin induces an epigenetic transgenerational increase in susceptibility to prostate pathology in F3 generation rats. These results are in agreement with previous studies which found a transgenerational increase in rates of prostatic epithelial atrophy, cystic hyperplasia, and prostatitis in the transgenerational F3 and F4 generations^15^ after exposure of F0 generation pregnant rats to vinclozolin. These effects were accompanied by transgenerational changes in mRNA expression in F3 generation ventral prostate epithelial cells^16^. Prostate diseases, which include benign prostatic hyperplasia and prostate cancer, are common in aging men^1–4^. Observations suggest that ancestral exposures to toxicants and epigenetic transgenerational inheritance may contribute to the development of prostate disease in men today.

Interestingly, a number of previous transgenerational studies have shown no ventral prostate histopathology or disease detected following plastic derived compound exposures (bisphenol A (BPA) and phthalates (DBT & DEHP))^34^, dioxin (TCCD)^35^, pesticide permethrin and insect repellent N,N-Diethyl-meta-toluamide (DEET)^36^, jet fuel hydrocarbons^37^, or methoxychlor^38^ exposures, Fig. 1b. Therefore, observations suggest ancestral exposure specificity in the ability to induce the transgenerational inheritance of prostate disease. There was also no increase in prostate histopathology in the directly exposed F1 or F2 generation vinclozolin lineage rats compared to controls^30,39^. This indicates that there was a transgenerational increase in susceptibility to prostate pathology and disease in rats ancestrally exposed to vinclozolin. A variety of compounds, for example phthalates, can promote prostate disease in the F1 generation after direct *in utero* or developmental exposure^40,41^. However, these are not examples of transgenerational inheritance of pathology to an unexposed generation^42^.

Changes in DNA methylation were observed in F3 generation vinclozolin lineage ventral prostate epithelial and stromal cells compared to the control lineage. The sites of these DMRs were in genomic regions of relatively low CpG density “CpG deserts”^33^. This finding is consistent with previous work in which transgenerational DMRs in sperm were most often found in regions of low CpG density after ancestral toxicant exposure^34–38^. Changes in DNA methylation can affect genome activity and gene expression in concert with other epigenetic factors. DMRs were found in both epithelial and stromal cells that were associated (within 10 kb to include the promoter) to genes, raising the possibility that these genes might be epigenetically regulated. An investigation of the putative functions of DMR associated genes revealed signaling, transcription, development and receptor genes to be predominant. These classes of genes are important for the stromal-epithelial interactions that are necessary for normal prostate function and dysregulation may promote prostate disease. Similarly, several DMR associated genes were present in a ‘Pathways in Cancer’ KEGG pathway (Supplementary Fig. S1). Observations suggest that their abnormal expression might promote prostate cancer susceptibility. There were only a few DMRs that overlapped with differentially expressed mRNA transcripts including 7 in prostate epithelium and 9 in stroma (Fig. 8). Considering that the differentially expressed mRNAs were evaluated in epithelial and stromal cells collected from young animals with healthy prostates, further epigenetic changes in aging animals may be required to increase disease susceptibility.

Examination of the noncoding RNAs showed that the two prostate cell types, epithelium and stroma, had very different classes of differentially expressed ncRNAs. While the prostate epithelium had more differentially expressed sncRNAs compared to the stroma (165 vs 76), none of the differentially expressed epithelial sncRNAs overlapped with the other alterations. This is in contrast to the stromal sncRNAs, where 12 sncRNAs were shown to overlap with stromal mRNAs. This is almost 16% of the total differentially expressed sncRNAs, one of which was also found to be located on the mitochondrial DNA. As sncRNAs are known to affect gene expression, it is likely that one mechanism by which epigenetic transgenerational inheritance affects stromal cells in the prostate is through sncRNAs. Unlike the stroma, the prostate epithelium did not have any differentially expressed sncRNA overlap with either lncRNA or mRNA. In contrast, epithelial DMRs were found to overlap with both differentially expressed mRNAs and lncRNAs. This suggests that the mechanism by which epigenetic transgenerational inheritance affects prostate epithelium involves control of gene expression by DNA methylation and lncRNAs. In the future, it will be necessary to determine the exact gene targets of these epigenetic modifications to determine further mechanisms by which prostate diseases occur due to ancestral exposure to toxicants.

Differential expression was compared between prostate epithelial and stromal cells for sncRNA, lncRNA and mRNA (Fig. 8). There were relatively high numbers of differential expression in common between epithelium and stroma for each RNA class, but less overlaps between RNA classes or DMR within a single cell type. The reasons for this are unclear, but it is possible that this is an artifact of the limited degree of annotation and mapping of sncRNAs and lncRNAs in the rat genome. Interestingly, there was also a relatively high degree of overlap of differentially expressed mRNAs between epithelium and stroma (Fig. 8e). Therefore, these overlaps may be a manifestation of ‘epigenetic control regions’ regulating groups of genes, as proposed by Skinner *et al*.^43^. Epigenetic control regions are portions of the genome that are up regulated or down regulated as a block by epigenetic factors. Those genes present within the region, if expressed in a particular cell type, may be similarly regulated. The relatively high overlap of differentially expressed mRNA transcripts between epithelium and stroma may be a reflection of this phenomenon.

It is interesting to note that epimutations are present in prostatic epithelium and stroma even at 18–21 days of age, which is long before any visible signs of prostate histopathology or disease are detectable. This indicates that the underlying factors that can contribute to an adult-onset disease like prostate disease can be present early in life. Further changes that occur in aging animals could then activate these epimutations and lead to gene dysregulation that promotes prostate disease. The differentially expressed mRNAs present in young prostatic tissue and the DMR associated genes that may alter expression as animals age are parts of known pathways affecting cell adhesion, gene translation and signaling pathways involved with cancer (Fig. 10). These genes included receptors, growth factors and extracellular matrix components that could be important to the cell-cell communication that is necessary for normal prostate function^18,20,21^ (Fig. 9, Supplemental Tables S10 and S11). Several regulated growth factor and receptor mRNAs (Kitlg, Lif, Ntrk3, Fgf9, Cxcl1 and Mif) have been implicated in prostate cancer^44–49^ and normal prostate function^50^. Additional genes identified as affected transgenerationally in this study have also been previously associated with prostate disease including Fli1, Egf, Dgk2 and Snai2 (Supplemental Table S13). It is interesting to note that both rats and men have a delayed prostate disease onset occurring in later life (in rats over 1 year of age and over 50 years old in men), with the prevalence of prostatic lesions in both groups being very similar at approximately 50%^1–4^.

In summary, these studies show that exposure to the environmental toxicant vinclozolin can promote the epigenetic transgenerational inheritance of susceptibility to prostate disease. Prostate epithelial and stromal cells from young vinclozolin lineage animals had epigenetic changes in DNA methylation and ncRNA expression, as well as in mRNA gene expression. These changes likely contribute to the dysregulation of the prostate gland that occurs in later life. Future studies need to investigate if similar mechanisms are at work in human males who have adult-onset BPH or prostate cancer. Ancestral exposures and epigenetic transgenerational inheritance need to be considered in the molecular etiology of prostate disease.

## Methods

### Animal studies and breeding

Female and male rats of an outbred strain Hsd:Sprague Dawley®™SD®™ (Harlan) at about 70 to 100 days of age were fed ad lib with a standard rat diet and ad lib tap water for drinking. To obtain time-pregnant females, the female rats in proestrus were pair-mated with male rats as previously described^30^. The sperm-positive (day 0) rats were monitored for diestrus and changes in body weight. If pregnant, then on days 8 through 14 of gestation^51^, the females were administered daily intraperitoneal injections of vinclozolin (100 mg/kg BW/day, Chem Services, Westchester PA, USA) or dimethyl sulfoxide (vehicle) as previously described^22^. This pharmacological level dose of vinclozolin was used because it is known to result in transgenerational epigenetic effects, and so results can be compared with previous studies^15,16^. Treatment groups were designated ‘vinclozolin’ and ‘control’ lineages. The gestating female rats treated were considered to be the F0 generation. The offspring of the F0 generation rats were the F1 generation. If litters of pups were larger than 11 pups, then litters were culled down to 10 pups in the first week after birth. Litter sizes ranged from three to 11 pups, and were not different between F3 generation treatment groups (data not shown). Non-littermate females and males aged 70–90 days from F1 generation control or vinclozolin lineages were bred to obtain F2 generation offspring. The F2 generation rats were bred to obtain F3 generation offspring without using sibling or cousin breedings to avoid inbreeding. Only the pregnant F0 generation rats were treated directly with vinclozolin. The control and vinclozolin lineages were housed in the same rooms with lighting, food and water as previously described^5,15,22^. All experimental protocols for the procedures with rats were pre-approved by the Washington State University Animal Care and Use Committee (IACUC approval # 6252) and all experiments were performed in accordance with relevant guidelines and regulations.

### Tissue harvest and histology processing

As previously described^30^, rats at 12 months of age were euthanized by CO_2_ inhalation and cervical dislocation for tissue harvest. Ventral prostates were removed and fixed in Bouin’s solution (Sigma) followed by 70% ethanol, then processed for paraffin embedding by standard procedures for histopathological examination. Tissue sections (5 µm) were cut and were stained with H & E stain and examined for histopathologies.

### Histopathology examination and disease classification

Prostate histopathology criteria included the presence of vacuoles in the glandular epithelium indicating epithelial cell loss or death, an atrophic epithelial layer affecting at least one third of a microscopic gland, and hyperplasia of prostatic epithelium as previously described^16,30,52^ (Supplemental Figure S1). Minor hyperplasia of an extra cell layer is difficult to distinguish from epithelial stratification, and is a normal prostate phenomenon^31^ and was not counted as a histopathology. Significant hyperplasia and localized epithelial cell growth was considered histopathologies (Supplemental Fig. S1e,f). For each rat the number of histopathological abnormalities in each of the above categories was counted in one complete section of ventral prostate cut on a horizontal plane below the bladder and including left and right portions of the ventral prostate. A cut-off was established to declare a tissue ‘diseased’ based on the mean number of histopathological abnormalities in each category plus two standard deviations from the mean of control tissues by each of the three individual observers blinded to the treatment groups. This number was used to classify rats into those with and without prostate pathology in each lineage. A rat tissue section was finally declared ‘diseased’ only when at least two of the three observers marked the same tissue section ‘diseased’. Results were expressed as the proportion of affected animals and were analyzed using Fisher’s exact test. Prostates from twenty-six control lineage rats from ten different litters, twenty-seven vinclozolin lineage rats from eleven different litters, and thirty-nine DDT lineage rats from ten different litters were evaluated.

### Prostatic epithelial and stromal cell collection

The ventral prostate epithelial and stromal cells were isolated as previously described^53^. For the control-lineage animals prostate tissue was collected in 3 groups with group 1 comprising 9 rats, group 2 comprising 7 rats and group 3 6 rats. For the vinclozolin -lineage animals prostate tissue was collected in 3 groups as well, comprising 9, 10 and 11 rats. In each group the tissues from the individual rats were combined and processed for isolation of epithelial and stromal cells according to the protocol. Briefly, ventral prostates were removed from 19–21 day old rats and cleaned of fat, then digested in 50 ml Hank’s Buffered Salt Solution (HBSS) with 0.5 mg/ml collagenase type II (Sigma C1764) and 66 μg/ml DNAse (Sigma DN25) with agitation at 37° for up to 4 hours depending on digestion progress. After gravity settling for 10 min. the supernatant containing the stromal cells was removed. The supernatant was centrifuged at 30xg for 4 min. to pellet contaminating epithelial cells, and then the supernatant centrifuged again at 190xg for 6 min to pellet the stromal cells. This wash is repeated 1–2 more times. To clean the epithelial cells from the original gravity settled pellet, the pellet is resuspended in HBSS, centrifuged at 30xg for 4 min., and the supernatant discarded. This wash is repeated 1–2 more times. For each group the final pellets for epithelial and stromal cells were divided for DNA and RNA isolation and frozen at −80 degrees for further processing. This resulted in 3 epithelial and 3 stromal samples for DNA isolation, as well as 3 epithelial and 3 stromal samples for RNA isolation, for both vinclozolin and control treatment groups.

### DNA Isolation

Genomic DNA was prepared as previously described^54^. The cell pellet was resuspended in 820 μL DNA extraction buffer (0.05 M Tris HCl, pH 8; 0.01 M EDTA; 0.5% SDS) and then 80 μl proteinase K (20 mg/ml) added. The sample was incubated at 55 °C for 2–3 hours under constant rotation. Then 300 μl of protein precipitation solution (Promega A795A) was added, the sample mixed thoroughly and incubated for 15 min on ice. The sample was centrifuged at 17,000xg for 30 minutes at 4 °C. One ml of the supernatant was transferred to a 2 ml tube and 2 μl of Glycoblue cryoprecipitant (Thermo Fisher Scientific AM9516) and 1 ml of cold 100% isopropanol were added. The sample was mixed well by inverting the tube several times then incubated at −20 °C for at least one hour. After precipitation, the sample was centrifuged at 17,000 × g for 20 min at 4 °C. The supernatant was discarded without disturbing the (blue) pellet. The pellet was washed with 70% cold ethanol and incubated at −20 °C for 20 minutes. Samples were centrifuged for 10 min at 4 °C at 17,000 × g and the supernatant discarded. Pellet was air-dried at RT (about 5 minutes), then resuspended in 100 μl of nuclease free water. Concentration of the resulting DNA was determined in the NanoDrop.

### Methylated DNA Immunoprecipitation (MeDIP)

Genomic DNA was used for MeDIP as previously described^30,54^. Briefly, genomic DNA extracted from the tissue pools (as described above) was diluted if necessary to the appropriate volume of 130 μl and then fragmented in the Covaris M220 using the manufacturer’s 300 bp program. Sizing was confirmed on a 1.5% agarose gel. DNA was diluted with TE buffer to 400 μl, heat-denatured for 10 min at 95 °C, then immediately cooled on ice for 10 min. 100 μl of 5X IP buffer and 5 μg of antibody (monoclonal mouse anti 5-methyl cytidine; Diagenode #C15200006) were added, and the DNA-antibody mixture was incubated overnight on a paddle rotator at 4 °C.

The following day 50 μl of pre-washed anti-mouse IgG magnetic beads (Dynabeads M-280 Sheep anti-Mouse IgG; Life Technologies 11201D) were added to the DNA-antibody mixture, incubated for 2 h on a rotator at 4 °C, and then the DNA-antibody-bead mixture was washed with 1xIP buffer 3 times using a magnetic rack. The washed sample was resuspended in 250 μl digestion buffer (5 mM Tris PH8, 10.mM EDT4, 0.5% SDS) with 3.5 μl Proteinase K (20 mg/ml)) and incubated for 2–3 hours on a rotator at 55°. After this incubation the DNA was cleaned up with buffered Phenol-Chloroform-Isoamylalcohol and chloroform. To the aqueous phase supernatant 2 μl of Glycoblue (20 mg/ml) (Invitrogen AM9516), 20 μl of 5 M NaCl and 500 μl ethanol were added and the DNA precipitated at −20 °C for >1 hour.

The DNA precipitate was centrifuged at 17,000xg for 20 min at 4 °C and the pellet washed with 500 μl cold 70% ethanol. The pellet was air-dried at RT (about 5 minutes) then resuspended in 20 μl H_2_O or TE. DNA concentration was measured using a Qubit (Life Technologies) with ssDNA kit (Molecular Probes Q10212).

### MeDIP-Seq Analysis

As previously described^30,54^, the MeDIP DNA was used to create libraries for next generation sequencing (NGS) using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB #E7530S) (San Diego, CA) starting at step 1.4 of the manufacturer’s protocol to generate double stranded DNA. After this step the manufacturer’s protocol was followed. Each sample received a separate index primer. NGS was performed at WSU Spokane Genomics Core using the Illumina HiSeq 2500 with a PE50 application, with a read size of approximately 50 bp. Six libraries were run in one lane of the sequencing cell with at least 40 million reads per pool.

### mRNA and ncRNA isolation

Total RNA (mRNA, lncRNA, rRNA, tRNA, and sncRNA) was extracted from purified prostate cells (n = 3 pooled samples of epithelium and 3 of stroma for each treatment group) using either the Trizol reagent (Thermo Fisher) or mirVana miRNA isolation kit (Life Technologies) following the manufacturer’s protocol with some modifications. Control lineage prostate cells were stored as a cell pellet at −80 °C until extraction with the mirVana kit. Cell pellets were manually homogenized and heated to 65 °C for 10 minutes after lysis buffer was added. The manufacturer’s protocol was then resumed. Vinclozolin lineage prostate cells were suspended in 1.2 mL of Trizol and stored at −80 °C until use. The manufacturer’s protocol was followed with the exception of increasing the amount of isopropanol added to 1 mL at the RNA precipitation step to recover the small RNA. RNA from both lineages was eluted in 50 μL of water with the addition of 0.5 μL murine RNase inhibitor (NEB).

Quality control analysis for both lineages was performed by running the RNA on an RNA 6000 Pico chip on the Agilent 2100 Bioanalyzer (Agilent). The Qubit RNA HS Assay Kit (Thermo Fisher) was used to determine RNA concentration.

### mRNA and ncRNA sequencing

As previously described^39^, large mRNA and noncoding RNA libraries were constructed from total RNA using the KAPA RNA HyperPrep Kit with RiboErase (KAPA) according to the manufacturer’s protocol, with some modifications. Barcodes and adaptors were from NEBNext Muliplex Oligos for Illumina. Prior to PCR amplification, libraries were incubated at 37 °C for 15 minutes with the USER enzyme (NEB). PCR cycle number was determined using qPCR with the KAPA RealTime Library Amplification kit before final amplification. Size selection (200–700 bp) was performed using KAPA Pure beads (KAPA). Quality control was performed using Agilent DNA High Sensitivity chips (Agilent) and concentration was determined using Qubit dsDNA high sensitivity assay (Thermo Fisher). Libraries with different barcodes were pooled (10 samples per pool by equal RNA content) and loaded onto an Illumina HiSeq 4000 sequencer on a paired-end 100 bp flow cell. Bioinformatics analysis was used to separate mRNA libraries from ncRNA libraries and to determine differential expression for each RNA class (see ncRNA bioinformatics section).

Small RNA libraries were constructed using the NEBNext Multiplex Small RNA Library Prep Set for Illumina and were barcoded with the NEBNext Multiplex Oligos for Illumina. After amplification, purification and size selection was performed using the KAPA Pure beads at 1.3x and 3.7x ratios following the manufacturer’s instructions. Final size selection (115–160 bp) was performed using the Pippin Prep 3% gel with marker P (Sage Science). Quality control was performed using Agilent DNA High Sensitivity chips (Agilent) and concentration was determined using Qubit dsDNA high sensitivity assay (Thermo Fisher). Libraries were pooled using equal RNA content and concentrated using 2.2x KAPA Pure beads and were loaded onto an Illumina HiSeq 4000 sequencer and sequenced with a single-end 50 bp flow cell. A customized primer was used to sequence the sRNA libraries: 5′-ACA CGT TCA GAG TTC TAC AGT CCG A-3′. Bioinformatics analysis was used to determine differential expression (see ncRNA bioinformatics section).

### DMR Statistics and Bioinformatics

As previously described^30^, the basic read quality was verified using summaries produced by the FastQC program. The data was cleaned and filtered to remove adapters and low-quality bases using Trimmomatic^55^. The reads for each MeDIP sample were mapped to the Rnor 6.0 rat genome using Bowtie2^56^ with default parameter options. The mapped read files were then converted to sorted BAM files using SAMtools^57^. To identify DMRs, the reference genome was broken into 100 bp windows. The MEDIPS R package^58^ was used to calculate differential coverage between control and exposure sample groups. The edgeR p-value^59^ was used to determine the relative difference between the two groups for each genomic window. Windows with an edgeR p-value less than an arbitrarily selected threshold were considered DMRs. The DMR edges were extended until no genomic window with an edgeR p-value less than 0.1 remained within 1000 bp of the DMR. CpG density and other information was then calculated for the DMR based on the reference genome. DMR clusters were identified as previously described^60^ (Supplemental Tables S1–S12).

DMRs were annotated using the biomaRt R package^61^ to access the Ensembl database^62^. The genes that overlapped with DMR were then input into the KEGG pathway search^63,64^ to identify associated pathways. The DMR associated genes were then sorted into functional groups by consulting information provided by the DAVID^65^, Panther^66^, and Uniprot databases incorporated into an internal curated database (www.skinner.wsu.edu under genomic data). All molecular data has been deposited into the public database at NCBI (GEO # GSE118447, SRA # PRJNA480506) and R code computational tools available at GitHub (https://github.com/skinnerlab/MeDIP-seq) and www.skinner.wsu.edu.

### ncRNA statistics and bioinformatics

As previously described^27^, the small ncRNA data were annotated as follows: Low- quality reads and reads shorter than 15nt were discarded by Trimmomatics (v0.33). The remaining reads were matched to known rat sncRNA, consisting of mature miRNA (miR- Base, release 21), precursor miRNA (miRBase, release 21), tRNA (Genomic tRNA Database, rn5), piRNA (piRBase), rRNA (Ensembl, release 76) and mitochondrial RNA (Ensembl, release 76) using AASRA pipeline with default parameters. Read counts generated by AASRA were statistically normalized by DESeq2.

The long ncRNA data were annotated as follows: Trimmomatics (v0.33) was used to remove adaptor sequences and the low-quality reads from the RNA sequencing data of the large RNA libraries. To identify all the transcripts, we used HiSAT2 (v2.1.0) and StringTie (v1.3.4d) to assemble the sequencing reads based on the Ensembl_Rnor_6.0. The differential expression analyses were performed by Cuffdiff. The coding and the non-coding genes were primarily annotated through rat CDS data ensembl_Rnor_6.0. The non-annotated genes were extracted through our in-house script and then analyzed by CPAT, indicating the true non-coding RNAs.

## Supplementary information

Supplemental Material

# Supplementary material for: Environmental Toxicant Induced Epigenetic Transgenerational Inheritance of Prostate Pathology and Stromal-Epithelial Cell Epigenome and Transcriptome Alterations: Ancestral Origins of Prostate Disease
**Source:** Sci Rep. 2019 Feb 18;9:2209. doi: 10.1038/s41598-019-38741-1
**Supplement:** Supplementary file 1 — Supplemental Material

**Environmental Toxicant Induced Epigenetic Transgenerational  
Inheritance of Prostate Pathology and Stromal-Epithelial Cell  
Epigenome and Transcriptome Alterations: Ancestral Origins of  
Prostate Disease**

Rachel Klukovich<sup>2+</sup>, Eric Nilsson<sup>1+</sup>, Ingrid Sadler-Riggelman<sup>1</sup>, Daniel Beck<sup>1</sup>, Yeming  
Xie<sup>2</sup>, Wei Yan<sup>2++</sup>, Michael K. Skinner<sup>1++</sup>

Pullman, WA, 99164-4236, USA

(<sup>+</sup>) Co-first authors

(<sup>++</sup>) Co-senior authors / Corresponding authors

**Supplemental Material**

## **Supplemental Figure and Table Legends**

**Supplemental Figure S1.** Representative rat ventral prostate histopathology from F3 generation vinclozolin lineage. (A) Normal prostate with single cuboidal to columnar epithelial layer for each gland. (B) Prostatic epithelial atrophy demonstrating flattened glandular epithelium (black arrow). (C) Epithelial layer vacuoles indicated by blue arrowheads showing empty spaces where epithelial cells have died or are missing. (D) Prostatic epithelial pseudo-stratification or hyperplasia (white arrow) showing multiple layers of epithelium were not counted as an abnormality. (E & F) Abnormal prostate hyperplasia (white arrows) were counted as histopathologies. White arrows showing where multiple layers of epithelium and hyperplasia are present. Black arrows indicate regions of epithelial atrophy. Scale bar = 100  $\mu$ m.

**Supplemental Figure S2.** Kegg pathways in cancer. The blue circles indicate DMR association and red circles mRNA association.

**Supplemental Table S1.** Site table vinclozolin DMR prostate epithelium 1e-06.

**Supplemental Table S2.** Site table vinclozolin DMR prostate stromal 1e-06.

**Supplemental Table S3.** Overlap DMR epithelium and stromal.

**Supplemental Table S4.** Site table sncRNA vinclozolin epithelium 0.001.

**Supplemental Table S5.** Site table sncRNA vinclozolin stromal 0.001.

**Supplemental Table S6.** Site table sncRNA overlap epithelium vs. stromal 0.001.

**Supplemental Table S7.** Site table lncRNA prostate epithelium 0.001.

**Supplemental Table S8.** Site table lncRNA prostate stromal 0.001.

**Supplemental Table S9.** Site table lncRNA prostate stromal vs. epithelium overlaps 0.001.

**Supplemental Table S10.** Site table mRNA prostate epithelium 0.001.

**Supplemental Table S11.** Site table mRNA prostate stromal 0.001.

**Supplemental Table S12.** Site table mRNA prostate epithelium vs. stromal overlaps  $p < 0.001$ .

**Supplemental Table S13.** Prostate disease associated genes from literature <sup>67-85</sup>.

Supplemental Figure S1

Representative Prostate Histopathology

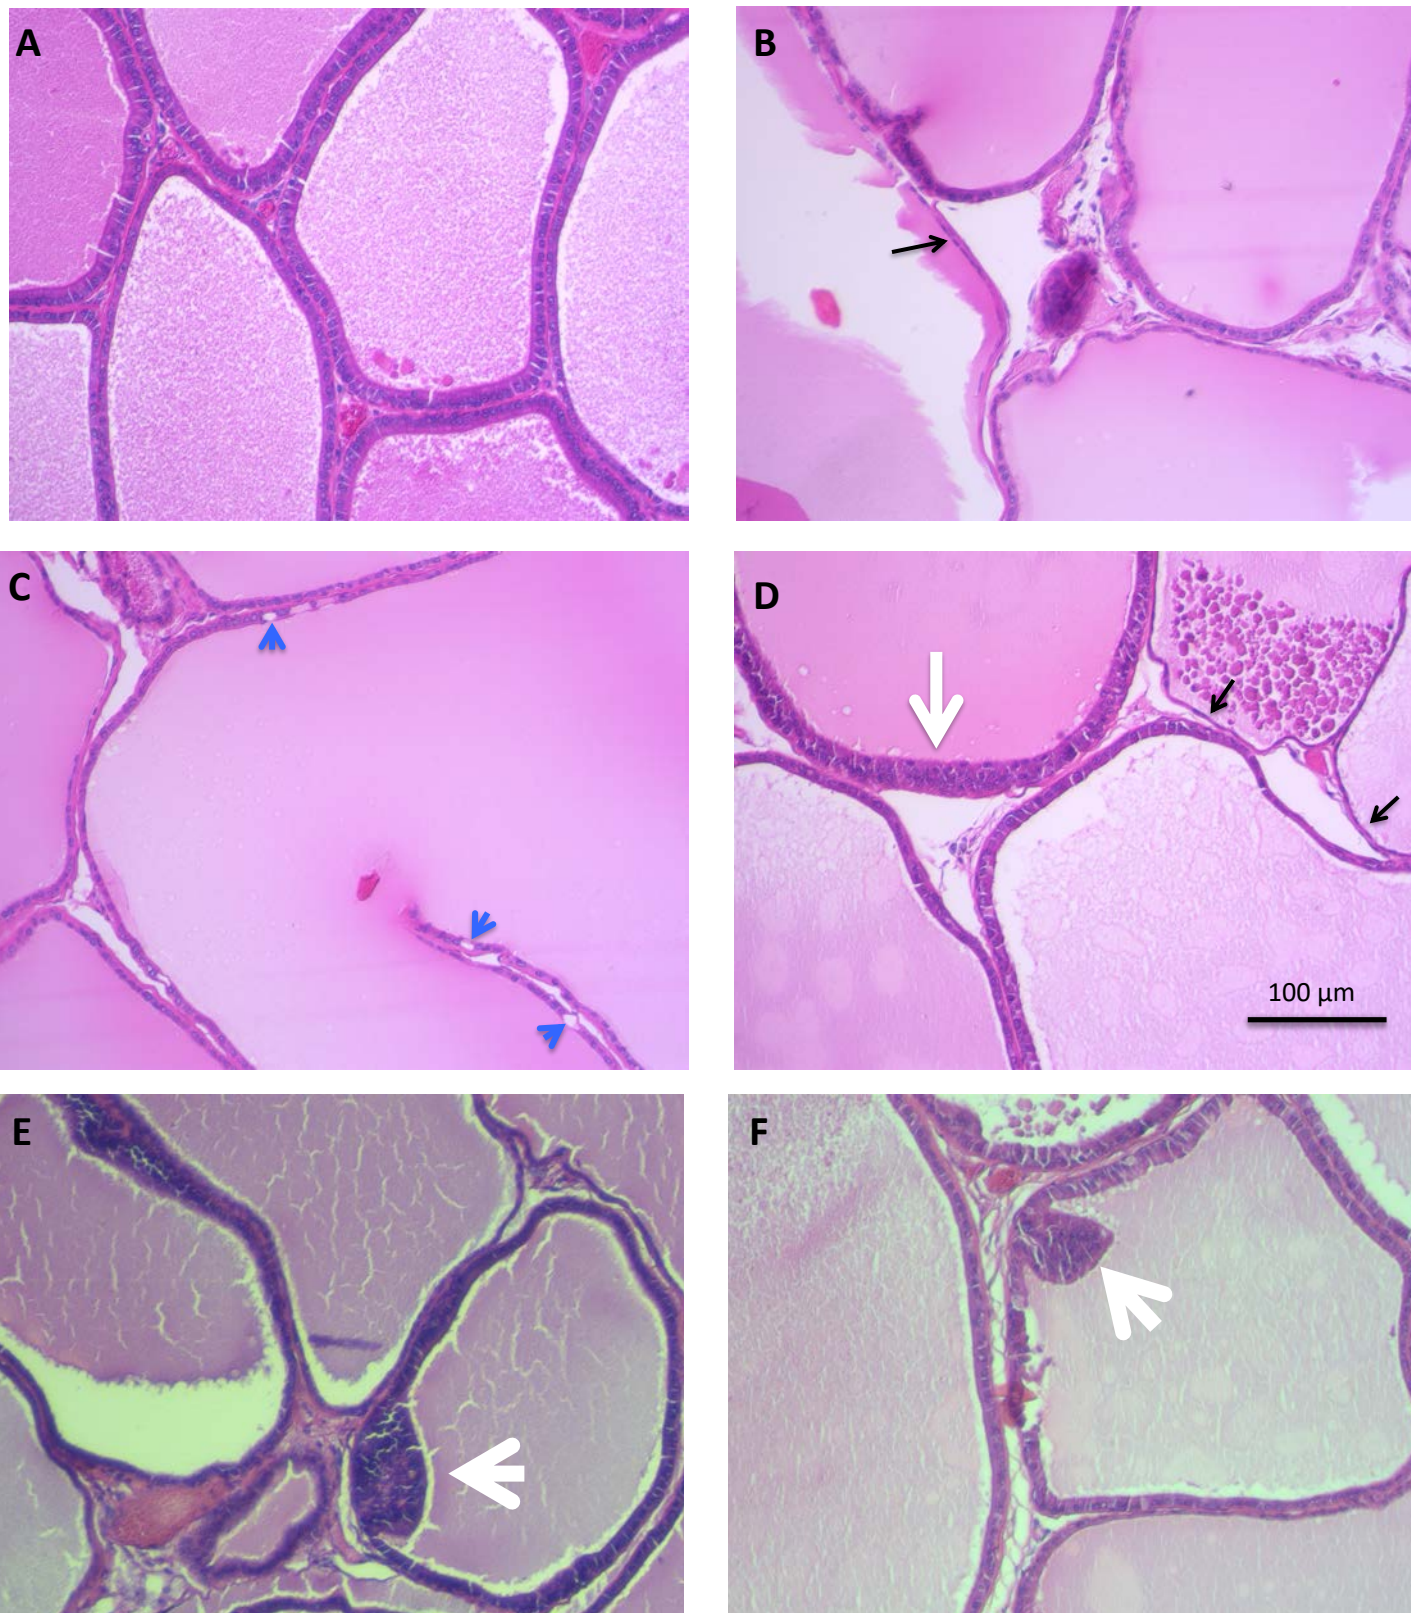

Supplemental Figure S2

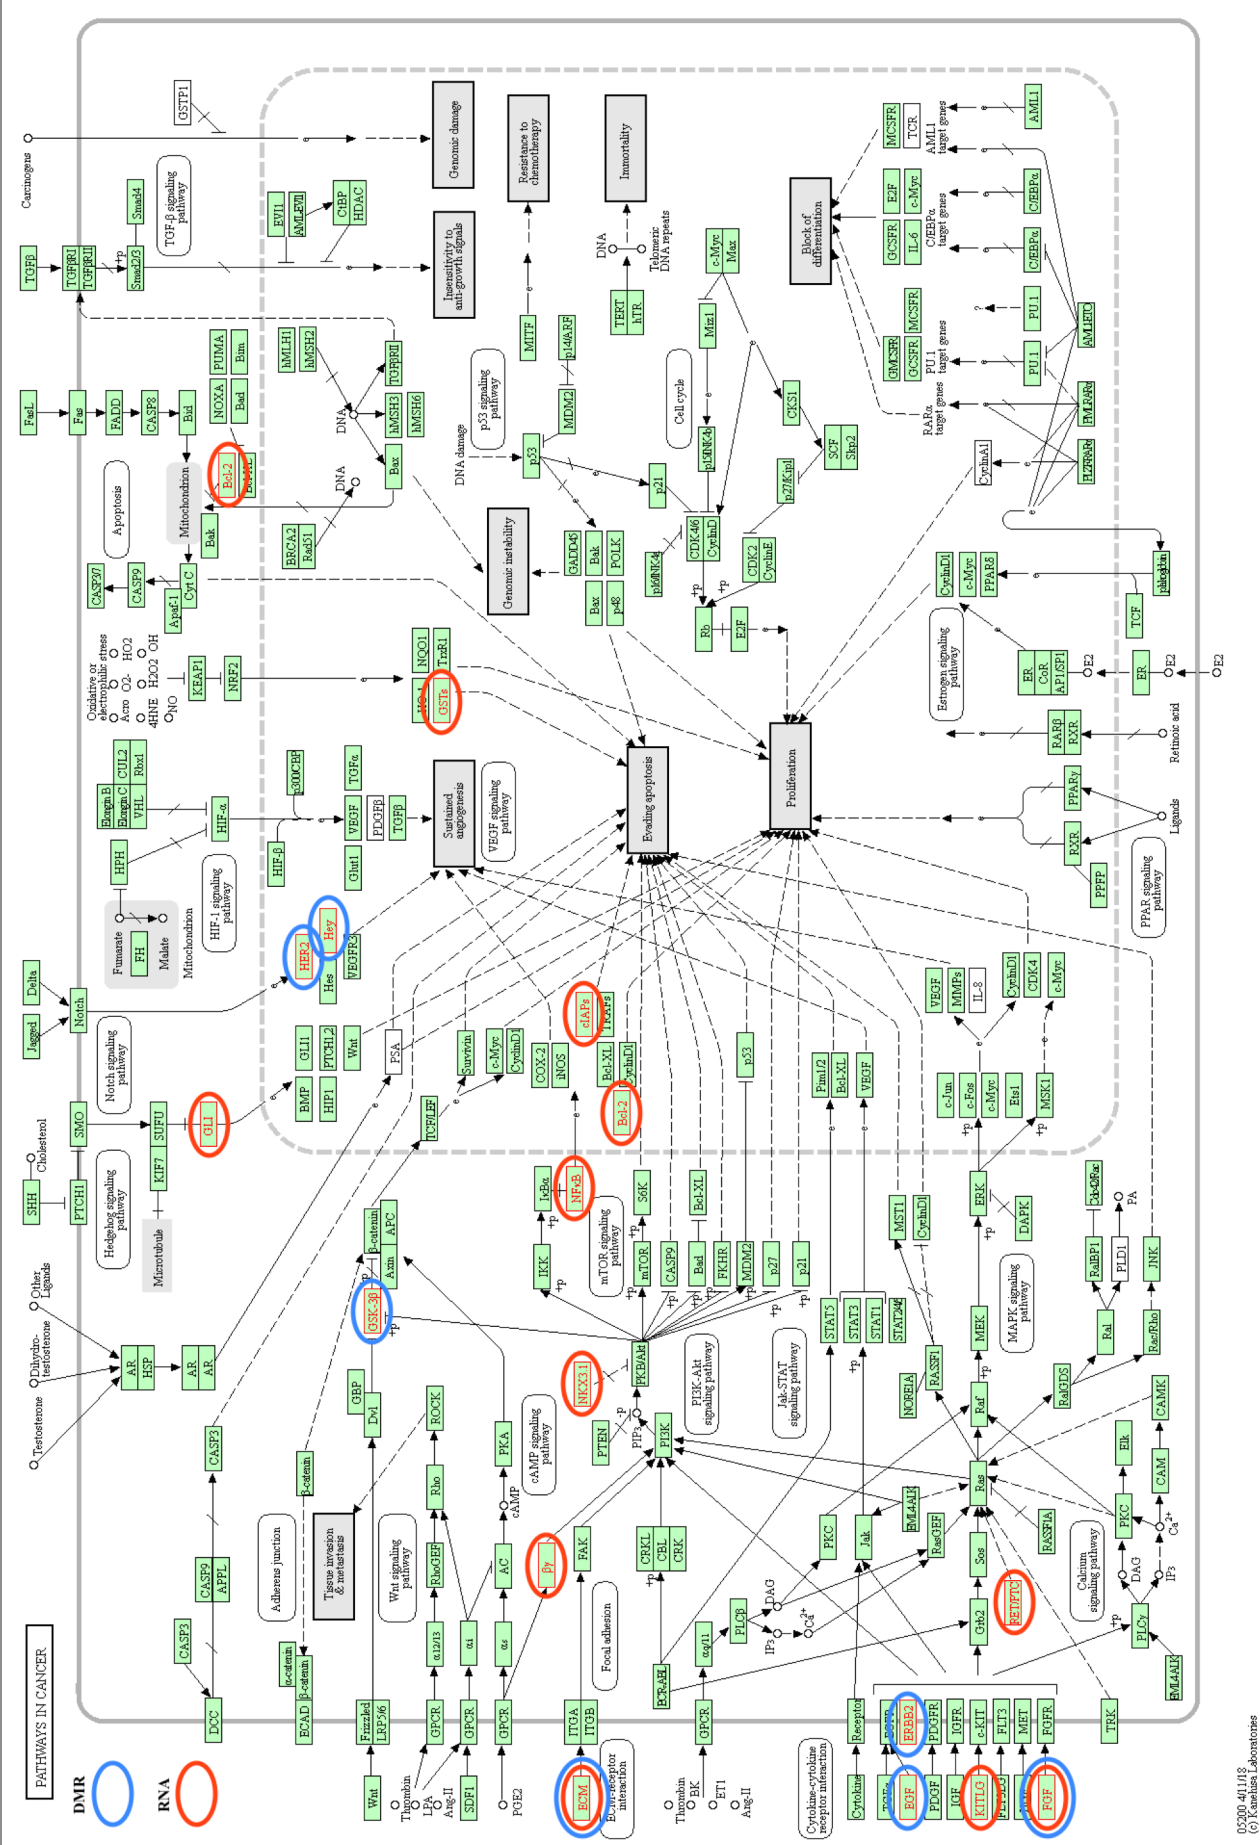

Supplemental Table S1

## Prostate Epithelial Cell DMR List (p&lt;10-6)

# Supplemental Table S2

## Prostate Stromal Cell DMR List (p<10<sup>-6</sup>)

Supplemental Table S3

(A) DMR Site Table Vinclozolin Prostate Epithelial Epi Str Overlap ( $p < 1e-06$ )

(B) DMR Site Table Vinclozolin Prostate Stromal Epi Str Overlap (p&lt;1e-06)

Supplemental Table S4

Site Table sncRNA Prostate Epithelial (p&lt;0.001)

Supplemental Table S5

Site Table sncRNA Prostate Stromal (p&lt;0.001)

**Supplemental Table S6****Site Table sncRNA Prostate Strromal and Epithelial Overlaps 0.001**

**Supplemental Table S7**  
**Site Table lncRNA Prostate Epithelial 0.001**

# Supplemental Table S8

## Site Table lncRNA Prostate Stromal (p<0.001)

# Supplemental Table S9

## Site Table lncRNA Prostate Stromal Epithelial Overlaps (p<0.001)

## Supplemental Table S10

### Site Table mRNA Prostate Epithelial (p<0.001)

## Supplemental Table S11

### Site Table mRNA Prostate Stromal (p<0.001)

**Supplemental Table S12**

**Site Table mRNA Prostate Stromal - Epithelial Overlaps (p<0.001)**

**Supplemental Table S13****Genes previously associated with prostate disease**

How the deposited data were processed for this re-analysis (not part of the article)

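The re-analysis covers MeDIP-Seq data of ventral prostate epithelial and stromal cells from F3 generation control and vinclozolin lineage rats, in 12 pools, 3 per lineage and cell type. The RNA-seq data of the paper were not analysed here, and no RNA value other than the paper's own lists was used. The authors trimmed reads with Trimmomatic, mapped them to Rnor 6.0 with Bowtie2, converted them with SAMtools and counted them per 100 bp window with the MEDIPS R package, which also called edgeR for a p-value per window. The paper's text does not name the versions, the handling of duplicate reads or the smallest summed count for a p-value. The values show that p-values were given for windows with a summed count of at least 40 over the 6 pools of a cell type and for none under it. Of the 2 count tables, the counts of each pool were used, whole numbers without normalization that end at 300 in every pool. The 12 columns of values per pool scaled by the authors to library size and window length (RPKM) were not used, because the counts hold the same measurement without scaling.

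Counts were analysed in each cell type alone with edgeR 4.0.16 in R 4.3.3, on windows with a summed count of at least 10 over the 6 pools, the default of MEDIPS. TMM factors lay between 0.963 and 1.024. The common dispersion came from a seeded sample of 400000 windows and the tagwise dispersions from all windows tested, dealt for memory into 8 interleaved parts that shared library sizes, factors and the common dispersion. The exact test compared the lineages, and its p-values were adjusted by the Benjamini-Hochberg method over all windows tested. DMRs were joined as the paper describes, with windows of a p-value under 0.1 whose starts lay at most 1000 bp apart and at least 1 window under 1e-06. When this rule was applied to the authors' own p-values, it gave every one of the paper's DMRs with the same edges, 304 in epithelial and 1249 in stromal cells. The rank correlation of own and deposited p-values over windows with both was 0.988 in epithelial and 0.992 in stromal cells. The edgeR quasi-likelihood test was fitted to the same windows, and its standard errors are the ones printed. DESeq2 1.42.0 was fitted on chromosome 20 alone, the numbered chromosome with the fewest windows tested, because the whole genome was too large for it. In alternatives of the exact test, windows whose difference was under 1.3 standard deviations of counting noise were given a p-value of 1 without a fit, which changed 0 calls on simulated data. Shares have exact (Clopper-Pearson) 95% intervals, which cover counting error only.

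Lineage differences were compared between cell types by edgeR's quasi-likelihood test of the interaction in all 12 pools, over the windows that were the smallest-p window of a DMR in either cell type, with Benjamini-Hochberg adjustment and a limit of 0.05. After the result had been seen, the same test was run over all 2832028 windows with a summed count of at least 40 in each cell type. Whether pools with the same number share an origin was tested by the correlation of their deviations from their group mean. Over all windows of sufficient count it lay between -0.106 and 0.018 for epithelial and between -0.018 and 0.024 for stromal control and vinclozolin lineage pools with the same number, with no value above the highest among pools with other numbers, so the fits within a cell type carry no block by pool number except as an alternative. Between epithelial and stromal pools of a lineage it lay between -0.03 and -0.004 in the control and between -0.087 and 0.003 in the vinclozolin lineage for the same number, and reached 0.033 and 0.072 for other numbers. The paper states that the tissues of a group were combined and then processed for both epithelial and stromal cells. The test of the interaction set before the data were examined takes the 12 pools as independent all the same, and its alternative with the pool of each lineage and number as a block takes up this pairing.

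Single DMRs were chosen for the text by a rule set before the data were examined. It takes the genes the paper names beside a DMR (Egf and Fli1), in each cell type the 3 DMRs with the smallest p-value in each direction among those whose pools separate, the 3 shared DMRs with the smallest p-values in both cell types, and the genes that Supplemental Tables S1 and S2 share with the paper's lists of differentially expressed RNAs. Not every DMR that the rule takes is given in the text. The comparisons and most alternatives were also set before the data were examined. Those alternatives were the quasi-likelihood test with and without a block by pool number, library sizes without TMM, the median-of-ratios size factors of DESeq2, a summed count of at least 20, no filter, DMRs without extension of their edges, an overlap of at least 50% of the shorter DMR, and leaving out each pool in turn. A summed count of at least 40, pools thinned at random to the total of the shallowest of the 12, TMM factors from windows with a summed count of at least 100, and TMM factors within classes of windows of like count were added after the data had been seen.

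The tests were checked on simulated counts, with 300000 windows per cell type of which 200 were changed 2-fold or 4-fold. Every simulated window had the same dispersion of 0.01. The simulation therefore cannot show how the tests behave where the dispersion varies between windows. At a p-value under 1e-06 the exact test found 24% of the 4-fold changes in epithelial and 18% in stromal cells and called 0 of the unchanged windows. Among 4-fold changed windows with a summed count of at least 40 it found 53.3% of 45 in epithelial and 37.5% of 40 in stromal cells. The test of the interaction, with the change set in stromal cells alone, found 2% of all 4-fold changes. It found 5.7% of the 35 with a summed count of at least 40 in stromal cells, whatever the epithelial count. Each pool was left out in turn, and the tests were repeated over the 10 splits of the 6 pools into 3 and 3. The splits were run on chromosomes 1 and 2 for the DMRs and for single windows by the quasi-likelihood test. For single windows by the exact test they were run on chromosome 20.

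No genome sequence or annotation of Rnor 6.0 was used, and the gene list at hand belongs to another build. CpG numbers, genes and functional categories are therefore the paper's, from its Supplemental Tables, carried to the DMRs that overlap a listed one. Pathways, CpG densities of DMRs outside the lists and the chromosomal clusters of DMRs were left out. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for joining DMRs, tables and figures.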

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

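The test of the interaction over windows chosen by their count alone was made only after the result below was seen, while the others were set before the data were examined. A difference between groups was found for the lineage effect itself. At 289 of the 1394 windows that were the smallest-p window of a DMR, the difference between lineages differed between epithelial and stromal cells (adjusted p under 0.05, edgeR's quasi-likelihood test of the interaction). These were 82 of the epithelial DMRs (27.2%) and 207 of the stromal DMRs (18.5%). With the pool as a block, which takes epithelial and stromal pools of the same lineage and number as paired, the number was 197, and with library sizes alone 305.

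The windows were chosen because their difference was large in 1 cell type, so a smaller difference in the other cell type is built into the choice. Over the 2832028 windows chosen by count alone, with at least 40 in each cell type, the same test called 1 window, at chromosome 1 from 255094101 to 255094200, with an interaction of -2.01 on the log2 scale and an adjusted p of 0.0211. It lies in a stromal DMR and no epithelial one, and it was singled out after its values were seen. On simulated counts this test found 5.7% of the 4-fold changes in windows with a stromal sum of at least 40. That simulation also fitted and adjusted over windows of lower count, so its share is not the power of the test here. How many differences of that size between the cell types were missed is not known. In the windows chosen by count 5.6% had an unadjusted p under 0.05, against 36.7% of the DMR windows. In 13 of 100 splits of the pools, the real one included, the interaction test called at least as many of the DMR windows as the 265 it called for the real one, in fits with dispersions from a sample of windows. This number leaves open whether chance can be excluded. The windows were chosen on the real split, and the other 12 of these splits all kept the true lineages in 1 cell type, where the lineage difference alone makes an interaction. Splits that regrouped the pools of both cell types called 0 windows.

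A sequence or copy number difference between the rats of the lineages was weighed against a difference specific to a cell type. It would be equal in both cell types, yet 21.8% of the DMRs that were not shared had an interaction at an adjusted p under 0.05. Because the DMRs were chosen for a difference in 1 cell type, this share cannot exclude it, and at these windows it and a methylation difference cannot be told apart. A sequence difference at the other DMRs stays open as well. A part of the interaction that follows from differences in depth or enrichment between the pools was not separated beyond the scaling above. A difference between epithelial and stromal cells in their response to the ancestral exposure is the biological explanation that the design gives, and it remains untested at the DMR windows.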

How the results depend on the processing

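The alternatives with a summed count of at least 40, thinned pools, TMM factors from windows of high count and TMM factors within classes of like count were chosen after seeing the data. Under library sizes alone, median-of-ratios size factors, a summed count of at least 20 or at least 40, TMM factors from windows of high count and unextended edges, both DMR numbers stayed within 1.5 times their value, between 294 and 424 in epithelial and between 1008 and 1564 in stromal cells. Unless a reason is given, the cause of the changes below was not tested.

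The quasi-likelihood test gave 48 epithelial DMRs, 9 with multiple windows, 37.5% increased, 39.6% at an FDR of 0.1 or less and 35.4% under 1 kb. It gave 184 stromal DMRs, 50 with multiple windows, 7.1% increased, 31.0% under 1 kb and 84.7% with under 2 CpG per 100 bp, and 17 shared DMRs. Its DMRs overlapped 48 of the 302 epithelial and 173 of the 1116 stromal DMRs of the exact test. These numbers depend on the filter. With a summed count of at least 20 the quasi-likelihood test gave 295 epithelial and 1095 stromal DMRs. They overlapped 198 of the 302 and 809 of the 1116. At the main minimum of 10 with a block by pool number, the test gave 0 epithelial DMRs, 0 with multiple windows, and 0 windows at an adjusted p under 0.1. In stromal cells it gave 2 DMRs, 0 with multiple windows, 0% increased, 0% at an FDR of 0.1 or less and 0 windows. The block leaves fewer residual degrees of freedom. On simulated counts it found 3% of 4-fold changes in epithelial and 1% in stromal cells, against 26% and 17% without it, so the low numbers may follow from lost power.

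Without a filter, 67.2% of epithelial DMRs and 45.9% of stromal DMRs were increased, and stromal cells had 691 DMRs, 137 with multiple windows. With pools thinned to the shallowest there were 150 epithelial DMRs, 15 with multiple windows and 38.7% increased, and 701 stromal DMRs, 150 with multiple windows and 6.6% increased, as fewer reads lower the power. TMM factors within classes of like count gave 467 epithelial DMRs, 80 with multiple windows, and in stromal cells 160 with multiple windows and 17.8% increased. TMM factors from windows of high count gave 52.6% increased in epithelial and 16.2% in stromal cells. The stromal share increased was 9.4% with library sizes alone, 10.1% with median-of-ratios size factors, 6.3% with a summed count of at least 20 and 9.5% with at least 40. It stayed under 50% under every alternative run.

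The share under 1 kb was 59.2% in epithelial and 61.1% in stromal cells with a summed count of at least 20, 69.7% and 71.5% with at least 40, and 100% and 99.9% without extension of edges, where only adjoining windows are joined. Windows at an adjusted p under 0.1 by the quasi-likelihood test were 29 in epithelial and 1578 in stromal cells, and 44 and 2647 with library sizes alone, 5291 and 47371 with a summed count of at least 20, 12866 and 73731 with at least 40, and 225 and 797 without a filter. The exact test gave 1293 and 12832. On chromosome 20 the exact test gave 62 and 395 windows, DESeq2 15 and 53, and the quasi-likelihood test 3 and 45, and at an unadjusted p under 0.05 they gave 15380 and 19353, 5192 and 7635, and 21151 and 26013.

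Leaving out each pool in turn gave 111 to 283 epithelial DMRs (fewest without vinclozolin replicate 1), 16 to 35 with multiple windows (fewest without vinclozolin replicate 2), 14.8% to 62.2% increased (lowest without control replicate 3, highest without vinclozolin replicate 1), 41.1% to 53.8% under 1 kb and 78.0% to 89.0% with under 2 CpG per 100 bp. In stromal cells there were 377 to 1273 DMRs and 79 to 362 with multiple windows (fewest without vinclozolin replicate 2), 6.1% to 15.1% increased (lowest without control replicate 2), 46.1% to 56.0% under 1 kb and 85.9% to 89.4% with under 2 CpG per 100 bp. Windows by the quasi-likelihood test numbered 0 to 33 in epithelial cells (none without vinclozolin replicate 1 or without vinclozolin replicate 2) and 0 to 675 in stromal cells (none without vinclozolin replicate 2), and shared DMRs 16 to 39 (fewest without vinclozolin replicate 2). The FDR shares stayed at 100%.

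For the single DMRs taken by the rule no alternative reversed a direction. Of the values under alternatives, 198 stayed on the same side of the threshold and 90 lost it in the same direction, under the quasi-likelihood test or with a pool left out. The number of windows with an interaction stayed within 1.5 times its value with a block by pool and with library sizes alone, and 51 DMRs were shared when at least 50% of the shorter DMR had to overlap. Depth limits what can be found, since on simulated counts the exact test found 24% of 4-fold changes in epithelial and 18% in stromal cells.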

Differences from the paper's values

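The alternative that required a summed count of at least 40 was chosen only after the values were seen. The paper's text gives an increase in methylation for approximately 50% of the DMRs, the paper's value, without separating the cell types, and 13.1% of stromal DMRs had an increase here. Of the alternatives set before the data were examined, only the one without a filter on low counts, at 45.9%, came within 1.5 times the paper's value. The quasi-likelihood test (7.1%, and 0% with a block by pool number), library sizes alone (9.4%), median-of-ratios size factors (10.1%), a summed count of at least 20 (6.3%) and the leaving out of any one pool (6.1% to 15.1%) did not. The ratios in the paper's Supplemental Table S2 themselves give 9.4% for stromal DMRs, the paper's value. At other p-value thresholds than 1e-06 the stromal share was 48.0% at 1e-03, which is within 1.5 times the paper's value, 35.0% at 1e-04, which is also within it, and 23.0% at 1e-05 and 7.4% at 1e-07, which are not. For epithelial DMRs the share was 46.4%, with 50.7% in the paper's Supplemental Table S1.

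The paper states that most DMRs are shorter than 1 kb in both cell types. Under the rule used here 47.0% of epithelial DMRs were. The share was over 50%, at 59.2%, with a summed count of at least 20, set before the data were examined, and 69.7% with one of at least 40, chosen after seeing the values, while the paper's own list gives 68.4%.

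The paper lists receptor functions among the 4 most frequent gene categories in both cell types. The paper's figure counts genes per category, while DMRs are counted here, so the orders need not be equal. In stromal cells Cytoskeleton (42 DMRs) and Unknown (42 DMRs) came before Receptor (31 DMRs), and the same order is found in the paper's Supplemental Table S2, with 50, 45 and 36 DMRs. In epithelial cells Receptor and Transport had 6 DMRs each, while the paper's Supplemental Table S1 has 9 for Receptor and 6 for Transport, which puts Receptor among the first 4 there.

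The paper counts lncRNA transcripts that overlap DMRs in both cell types. By gene symbol, the paper's lists share 0 lncRNA symbols with epithelial DMRs and 2 with stromal DMRs. The paper's text does not name how transcripts and DMRs were matched.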

Other observations

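The tests of windows without a read in a lineage, of the origin of pools with the same number and of the interaction over windows chosen by count were made only after the results were seen, and the fits with thinned pools, with TMM factors from windows of at least 100 counts and with TMM factors within classes of like count were added after the data had been seen. With 3 pools against 3 there are 10 splits, so a share under 0.1 cannot be reached and chance cannot be excluded by the splits of any result below.

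The splits were fitted on chromosomes 1 and 2 alone or on chromosome 20 alone, with library sizes, TMM factors and dispersions from those windows, so the numbers of the real split differ from those of the whole genome. For each of 6 results no other of the 10 splits reached the number of the real split. Over chromosomes 1 and 2 the real split gave 60 epithelial and 259 stromal DMRs, and the other splits gave at most 4 in either cell type. By the quasi-likelihood test it gave 12 epithelial and 402 stromal windows there, against 0 in each other split. By the exact test on chromosome 20 it gave 48 epithelial and 350 stromal windows, against at most 1.

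Stromal cells had 3.7 times as many DMRs as epithelial cells. With every pool thinned to the shallowest the ratio was 4.67, which argues against unequal totals of the pools as the whole cause. Thinning lowers all windows of a pool alike, so an effect of depth on some windows alone stays open. When a pool number was left out in both cell types, the ratio lay between 1.81, without control replicate 3, and 11.5, without vinclozolin replicate 1. The smallest value stayed over 1.5, the limit set for this test. The test cannot isolate 1 stromal pool that departs from its group, because the epithelial pool of that number was left out too. Without vinclozolin replicate 2 there were 377 stromal and 124 epithelial DMRs, while all epithelial pools together gave 302. Such a stromal pool as the whole cause therefore stays open, and single pools move the ratio widely. The size of the ratio depends on the processing. It was 1.87 with TMM factors within classes of like count, 2.01 without a filter, 2.38 with TMM factors from windows of at least 100 counts and 4.8 with a summed count of at least 20. Whether the ratio itself exceeds chance was not tested, and a difference between the cell types in purity or in their response to the ancestral exposure stays open as untested.

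The fall in methylation at most stromal DMRs belongs to the DMRs of small p-value, since at a threshold of 1e-03 48.0% of stromal DMRs had an increase. It was weighed against technical explanations. With pools thinned to the shallowest 6.6% of stromal DMRs had an increase, which argues against unequal totals of the pools as the cause. Thinning lowers all windows of a pool alike, so it cannot undo a loss of reads confined to windows of high count. A lower enrichment of methylated fragments in the vinclozolin lineage stromal pools would lower all windows of high count. The 1% of windows with the highest counts held 14.39% ± 0.43 (SD, n = 3 pools) of the counts in the control lineage and 13.17% ± 0.54 (SD, n = 3) in the vinclozolin lineage, and windows outside DMRs with a summed count of at least 500 had a median log2 fold change of -0.19. In epithelial cells, where 46.4% of DMRs had an increase, such windows had a median of -0.16, so this shift was not confined to stromal cells. Only 4 epithelial DMRs lay at such counts, none with an increase. Over all stromal windows outside DMRs with at least 100 counts the median was 0.00 on the log2 scale (-0.0019). With TMM factors from windows of at least 100 counts the share with an increase was 16.2%, which decides nothing, because 1 factor per pool cannot remove a loss that grows with the count. With TMM factors within classes of like count, which remove a difference that grows with the count, the share was 17.8%, which argues against such a difference as the whole cause. A lower enrichment that does not follow the count stays open. Part of the stromal decreases may still follow from the windows of highest count, since 248 of the stromal DMRs lie at a summed count of 500 or more and none of these had an increase, and 738 of the 1116 DMRs were kept under the classes. A biological decrease stays open beside it, as untested.

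Shared DMRs changed in the same direction in both cell types. A sequence or copy number difference between the rats of the lineages would do this too. The correlation of deviations from the group mean between epithelial and stromal pools with the same number was 0.14 across shared DMRs, which decides nothing, because DMRs are chosen for a small spread within lineages. A sequence difference and a methylation difference cannot be told apart at these DMRs.

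Some windows had no read in any of the 6 pools of 1 lineage, over both cell types, and at least 30 reads in the other lineage. There were 25 such windows at 11 places without a read in the vinclozolin lineage, with up to 90 reads in the control lineage, and 7 windows at 7 places without a read in the control lineage, with up to 55. Of the 10 splits of the pool numbers, made alike in both cell types, 1 gave as many, the real one, with 32 windows against at most 3. When the windows were chosen in epithelial cells alone, 6 of the 7 without a read in the vinclozolin lineage also had none in the stromal pools of that lineage. Chosen in stromal cells, 7 of 8 had none in the epithelial pools. Of windows without a read in the control lineage, 0 were chosen in epithelial cells, and of 4 chosen in stromal cells 2 had enough reads in epithelial cells to compare, of which 1 had no read in the control lineage there. The values for the vinclozolin lineage are consistent with a sequence or copy number difference between the rats of the lineages, which removes reads in every cell type, and also with a loss of methylation in the germ line that both cell types inherit. The counts cannot separate these, as no unenriched DNA was used here, and they cannot be told apart at these windows.

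Epithelial and stromal pools with the same number were compared at windows where the 3 pools of a lineage differ strongly. In the control lineage, 588 windows chosen in epithelial cells had a correlation of 0.75 between the cell types for pools with the same number, and at most 0.58 for other pairings of the numbers. For 12 windows chosen in stromal cells it was 0.98 against at most 0.31. In the vinclozolin lineage 2 windows chosen in epithelial cells gave 1.0 against at most 0.82, and 11 chosen in stromal cells gave 0.5 against at most 0.5. Correlations are across windows, which are not independent replicates. Over all windows of sufficient count the pools with the same number had correlations of their deviations of at most -0.004 in the control and 0.003 in the vinclozolin lineage. These lay under the 0.033 and 0.072 reached by other numbers. The spread between pools was only 0.944 to 1.33 times the variance of counting alone, which leaves this correlation little to detect. The counts therefore do not settle whether equal numbers mean the same rats. By the paper's methods each group of rats gave both epithelial and stromal cells, so the cell types are not independent samples of rats.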
